# Targeting the transcription factor YY1 is synthetic lethal with loss of the histone demethylase KDM5C

**DOI:** 10.1038/s44319-024-00290-8

**Published:** 2024-10-21

**Authors:** Qian Zheng, Pengfei Li, Yulong Qiang, Jiachen Fan, Yuzhu Xing, Ying Zhang, Fan Yang, Feng Li, Jie Xiong

**Keywords:** KDM5C, YY1, Chromatin Recruitment, Promoter, Cancer Therapy, Cancer, Chromatin, Transcription & Genomics

## Abstract

An understanding of the enzymatic and scaffolding functions of epigenetic modifiers is important for the development of epigenetic therapies for cancer. The H3K4me2/3 histone demethylase KDM5C has been shown to regulate transcription. The diverse roles of KDM5C are likely determined by its interacting partners, which are still largely unknown. In this study, we screen for KDM5C-binding proteins and show that YY1 interacts with KDM5C. A synergistic antitumor effect is exerted when both KDM5C and YY1 are depleted, and targeting YY1 appears to be a vulnerability in KDM5C-deficient cancer cells. Mechanistically, KDM5C promotes global YY1 chromatin recruitment, especially at promoters. Moreover, an intact KDM5C JmjC domain but not KDM5C histone demethylase activity is required for KDM5C-mediated YY1 chromatin binding. Transcriptional profiling reveals that dual inhibition of KDM5C and YY1 increases transcriptional repression of cell cycle- and apoptosis-related genes. In summary, our work demonstrates a synthetic lethal interaction between YY1 and KDM5C and suggests combination therapies for cancer treatments.

## Synopsis

This study shows that KDM5C binds to YY1, that it facilitates YY1 chromatin recruitment, and that targeting YY1 increases the vulnerability of KDM5C-low cancer cells.

- KDM5C promotes global YY1 chromatin recruitment, especially at promoters.
- An intact JmjC domain is required for KDM5C-mediated YY1 chromatin binding.
- Dual inhibition of KDM5C and YY1 results in transcriptional repression of cell cycle- and apoptosis-related genes and has a synergistic antitumor effect.

## Abstract (web summary)

This study shows that KDM5C binds to YY1, that it facilitates YY1 chromatin recruitment, and that targeting YY1 increases the vulnerability of KDM5C-low cancer cells.

## Introduction

Epigenetic regulators change phenotype acquisition or gene expression without altering the DNA sequence. By conferring a fitness advantage, mutational or non-mutational epigenetic reprogramming has been implicated in the evolution of tumors during malignant progression and metastasis (Hanahan, 2022). In addition, numerous studies have shown that aberrant epigenetic alterations contribute to cancer therapeutic resistance (Hogg et al, 2020; Miranda Furtado et al, 2019; Zafar et al, 2021). Therefore, targeting epigenetic regulators is an attractive strategy for cancer therapy.

The histone demethylase KDM5C is a member of the SMC homolog family. By specifically removing one or two methyl groups from Lys4 in histone H3, the dynamic balance in histone H3K4 methylation is maintained. KDM5C carries a composite catalytic region in which JmjN and JmjC domains are located. JmjC is critical for catalyzing the demethylation of H3K4me2/3, while the JmjN domain interacts with the JmjC domain for the complete catalytic function of KDM5C. H514 is a highly conserved amino acid that is located in the catalytic core of the JmjC domain, and its mutation eliminates KDM5C demethylase activity. KDM5C can suppress transcription by reducing the level of H3K4me2/3 via its demethylase activity; however, whether modulation of H3K4 methylation status is the only mechanism or the predominant mechanism by which KDM5C regulates gene expression is unclear.

KDM5C is frequently mutated or aberrantly expressed in various cancer types. Several studies have indicated that KDM5C is involved in regulating different biological processes in tumor cells through its histone demethylase activity and functions as a tumor suppressor. For example, the high-risk HPV E6 protein degrades KDM5C in cervical cancer cells, which results in super enhancers activation of the proto-oncogenes c-MET and EGFR by changing the H3K4me3/H3K4me1 ratio (Chen et al, 2018). In clear cell renal cell carcinoma cells, KDM5C inhibits the expression of genes related to glycogen metabolism by reducing H3K4me3 levels at the promoters of these genes, while inactivating KDM5C mutation confers cell resistance to ferroptosis (Zheng et al, 2021). However, the therapeutic strategy for KDM5C-deficient tumors is unknown. Intriguingly, KDM5C has also been shown to promote tumorigenesis, although the exact mechanism is unclear; in general, these observations suggest that KDM5C potentially regulates gene expression via a distinct mechanism.

To better understand the mechanisms underlying how KDM5C regulates gene expression, we screened and thus identified Yin Yang 1 (YY1) as a KDM5C-interacting partner. Targeting YY1 in KDM5C-deficient tumor cells effectively suppressed cell proliferation and tumorigenesis. Chromatin Immunoprecipitation followed by next-generation sequencing (ChIP-seq) analysis with multiple engineered cell lines revealed that KDM5C is essential for YY1 chromatin recruitment, which is partially dependent on an intact JmjC domain in KDM5C. Simultaneous loss of KDM5C and YY1 led to significantly enhanced transcriptional inhibition of a number of essential cell fate genes, elevated the apoptosis rate and led to cell cycle arrest. Our study suggests a novel scaffolding function of epigenetic regulators and provides a rationale for the development of new combination treatments.

## Results

### YY1 is identified as a partner of KDM5C

Previous studies have shown that KDM5C plays diverse roles in cancer progression. Indeed, a systemic The Cancer Genome Atlas (TCGA) clinical data-based analysis clearly revealed that high KDM5C expression was positively or negatively correlated with cancer patient survival, depending on the cancer type (Fig. 1A), reinforcing the idea that KDM5C may exhibit a distinct regulatory effect on gene expression, prompting us to screen the interacting partners of KDM5C. Tandem affinity purification (TAP) was subsequently performed. We generated a HEK293T cell line that stably expressed SBP- and Flag-tagged KDM5C, and the lysates of these cells were incubated with streptavidin-coated beads. The bead-bound proteins were subsequently eluted with buffer containing biotin. Next, the captured proteins were incubated with anti-Flag beads, and the proteins bound to these beads were eluted and analyzed by mass spectrometry (MS). The results of the MS analysis indicated that a number of proteins potentially interact with KDM5C, including YY1 (Fig. 1B), the overexpression of which has been observed in the vast majority of cancers (Gao et al, 2019; van Leenders et al, 2007). Given the pivotal role played by YY1 in the transcriptional regulation of numerous genes (Meliala et al, 2020), we focused on the interaction between KDM5C and YY1. To confirm their interaction, mutual coimmunoprecipitation (Co-IP) assays were performed in HEK293T cells, and the results clearly showed that KDM5C bound to YY1 (Fig. 1C). Co-IP with endogenous proteins was also performed and the results confirmed that KDM5C interacts with YY1 in mammalian cells (Fig. 1D). In addition, we also performed the semi-endogenous Co-IP with YY1 and KDM5C-Flag in 769-P renal cancer cell lines. As shown in Fig. 1E, KDM5C clearly bound to YY1. To delineate the interaction, a series of KDM5C truncation mutants were constructed and used for further analysis (Fig. 1F). We found that multiple regions, including the JmjN and JmjC domains, which are critical for H3K4me2/3 removal, were also involved in the interaction between KDM5C and YY1 (Fig. 1G).

**Figure 1:**
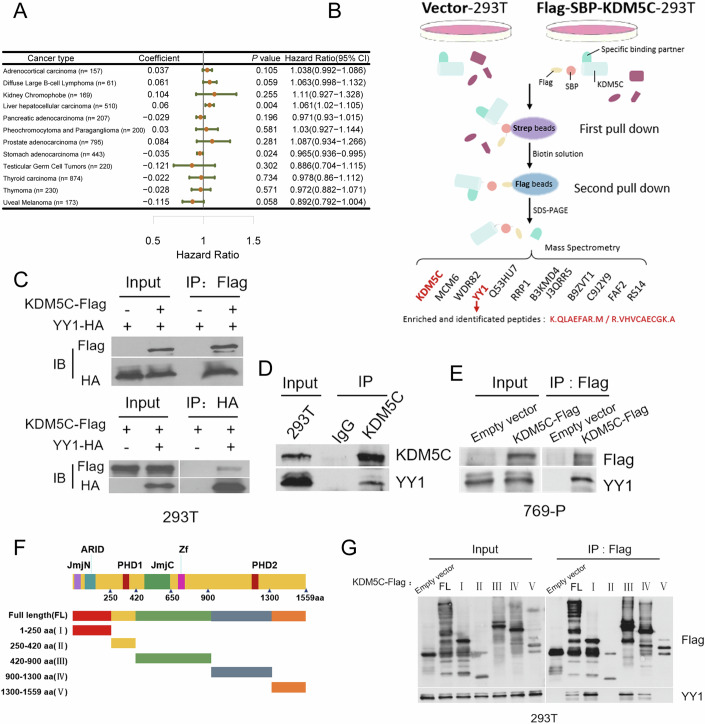
YY1 was identified as a KDM5C binding protein. (**A**) Forest plot of the hazard ratio (HR) showing the association between high expression levels of KDM5C and overall survival in multiple cancers. For each type of cancer, the HR and 95% confidence interval (CI) are plotted as red dots and horizontal lines on the basis of a Cox proportional hazards model; when the HR = 1, the study object had no effect on overall survival; when the HR > 1, the study object was determined to be a risk factor; and when the HR < 1, the study object was identified as a protective factor. (**B**) Strategy for identifying KDM5C-binding partners in HEK293T cells via TAP-MS. (**C**, **D**) Co-IP followed by western blotting was used to detect the interaction between KDM5C and YY1 exogenously (**C**) and endogenously (**D**) in HEK 293 cells. (**E**) Semi-endogenous Co-IP with KDM5C-Flag and YY1 in the renal cancer cell line 769-P. (**F**) Schematic representation of KDM5C domains and corresponding constructs. (**G**) Semi-endogenous Co-IP with KDM5C truncation mutants and endogenous YY1 in HEK293T cells. Source data are available online for this figure.

### YY1 depletion significantly inhibits the proliferation and tumorigenicity of KDM5C-deficient tumor

Many studies have shown that YY1 functions as an oncogene because its overexpression is observed in multiple cancers (Li et al, 2022; Qiao et al, 2019; Wang et al, 2022). YY1 tethers cofactors and promotes or represses transcription, depending on its interacting partner, which includes c-myc and p53 (Shrivastava et al, 1993; Sui et al, 2004), prompting us to investigate the role of the YY1 KDM5C interaction in tumorigenesis. To achieve this goal, we first selected human kidney proximal tubular epithelial cell line (HK-2), and several renal cancer cell lines (ACHN, 769-P and RCC4) with different KDM5C and YY1 protein expression levels, as described in our previous studies (Chen et al, 2018; Zheng et al, 2021) (Fig. 2A). Interestingly, knocking down YY1 in KDM5C-deficient RCC4 tumor cells significantly reduced the colony formation ability of the cells, which was not observed in the KDM5C-proficient tumor cell lines ACHN and 769-P (Figs. 2B and EV1B–D). Similar results were also obtained in a CCK8-based tumor cell proliferation assay (Figs. 2C and EV1E,F). Notably, tumor growth was markedly inhibited when both of KDM5C and YY1 were depleted, whereas the loss of either KDM5C or YY1 only negligibly influenced ACHN cell growth (Fig. 2D). These results strongly indicate that KDM5C might be important for YY1-related tumorigenesis, suggesting that YY1 may be a vulnerable target in KDM5C-deficient tumor cells.

**Figure 2:**
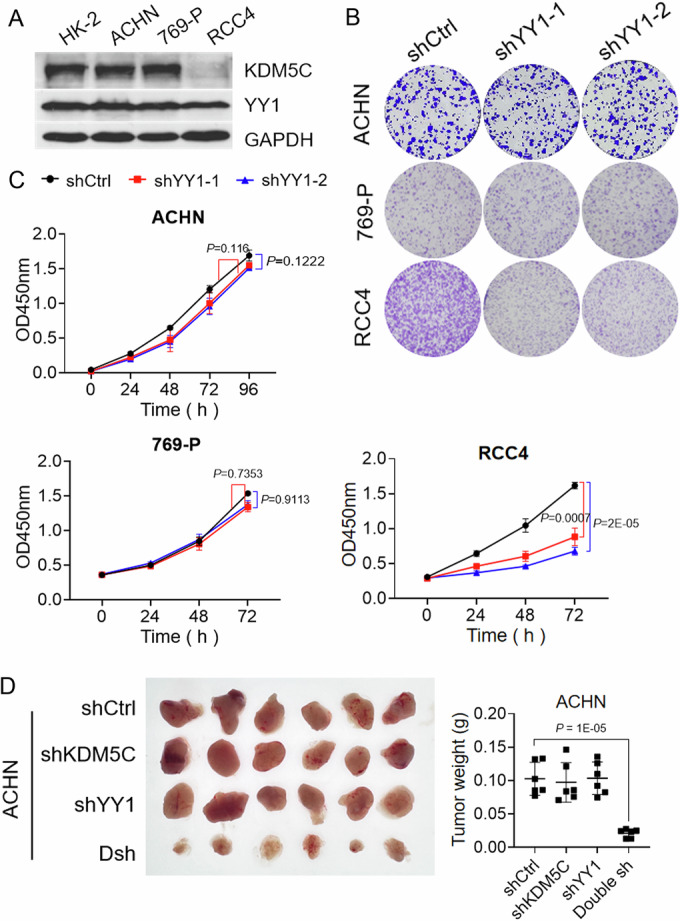
YY1 is a vulnerable target in KDM5C-deficient tumor cells. (**A**) Western blotting showing KDM5C expression in HK-2 human kidney proximal tubular epithelial cells and renal cancer cell lines (ACHN, 769-P and RCC4). (**B**) Effect of YY1 knockdown on the survival of the indicated tumor cell lines as measured by a colony formation assay (*n* = 3 biological replicates). (**C**) Proliferation of the indicated cell lines after YY1 was depleted, as measured by a CCK8 assay. The data are shown as the mean ± SD of three independent experiments after analysis by one-way ANOVA. In ACHN cells, *P* = 0.116 (shYY1-1) and *P* = 0.1222 (shYY1-2); in 769-P cells, *P* = 0.7353 (shYY1-1) and *P* = 0.9113 (shYY1-2); and in RCC4 cells, *P* = 0.0007 (shYY1-1) and *P* = 2E-05 (shYY1-2). (**D**) Xenograft tumors excised from nude mice (*n* = 6/group) that had been subcutaneously injected with the indicated tumor cells. Statistical significance was determined by one-way ANOVA. *P* = 1E-05. Source data are available online for this figure.

**Figure EV1:**
Validation of the constructed cell lines used in this study. (**A**–**D**) KDM5C and YY1 protein levels in the indicated cells were measured via western blotting. “Dsh” indicates cells in which KDM5C and YY1 were both knocked down. (**E**, **F**) Proliferation rate of the indicated cell lines upon KDM5C depletion, as determined via a CCK8 assay. The data are shown as the mean ± SD of three independent experiments after analysis via one-way ANOVA. In 769-P cells, *P* = 0.2701 (shKDM5C -1) and *P* = 0.4753 (shKDM5C-2); in ACHN cells, *P* = 0.4306 (shKDM5C-1) and *P* = 0.3869 (shYY1-2). Source data are available online for this figure.

### KDM5C co-localizes with YY1 and contributes to YY1 genome-wide chromatin recruitment

The stimulatory effect of YY1 on tumor cell growth was at least partially dependent on the presence of KDM5C. Given that YY1 always promotes tumorigenesis by increasing oncogene transcription, it is unlikely that YY1 tethers KDM5C because KDM5C has H3K4me2/3 demethylase activity, which is associated with repressed gene expression. A recent study revealed that KDM5B, which is a member of the KDM5 demethylase family, recruited a methyltransferase to suppress antitumor immunity, prompting us to explore whether KDM5C has a scaffolding function similar to that of KDM5B (Zhang et al, 2021). We generated a stable KDM5C-depleted ACHN cell lines (Fig. EV1B), and ChIP-seq assays were subsequently performed. As shown in Fig. 3A, the intensity of the YY1 binding peak was reduced upon loss of KDM5C, implying that KDM5C might be a general regulator of YY1 activity by mediating its chromatin recruitment. Next, we asked to what extent KDM5C co-localizes with YY1. To evaluate the genomic co-occupancy of KDM5C and YY1, we performed the cleavage under targets and tagmentation (CUT&Tag) assay in the ACHN renal cell line, and the annotation of the YY1 and KDM5C peaks revealed an obvious overlap (*n* = 3645) between YY1 and KDM5C binding events (Fig. 3B). Further analysis revealed a significant overlap, with 7957 genes being concurrently bound by both YY1 and KDM5C (Hypergeometric test, *P* = 4.87e-17). These overlapped genes accounted for 56.32% of the total genes bound by KDM5C and 66.71% of the total genes bound by YY1. Moreover, a heatmap and a metaplot analysis revealed that the enrichment of YY1 was reduced after KDM5C was depleted in the peaks (*n* = 3645) where YY1 and KDM5C were directly related (Fig. 3C). Reduced enrichment of YY1 was also observed in HK-2 cells with KDM5C depletion (Figs. EV1A and EV2A). These results revealed that the intensity of the YY1 binding peaks was partially dependent on the KDM5C protein level in both nontumoral cell and tumor cells, suggesting that KDM5C mediated YY1 chromatin recruitment may represent a universal mechanism of action. The localization of the KDM5C-dependent YY1 binding peaks was subsequently analyzed, and the results revealed that most of the peaks were enriched in promoters (Fig. 3D), implying that KDM5C may regulate gene expression via a distinct mechanism.

**Figure 3:**
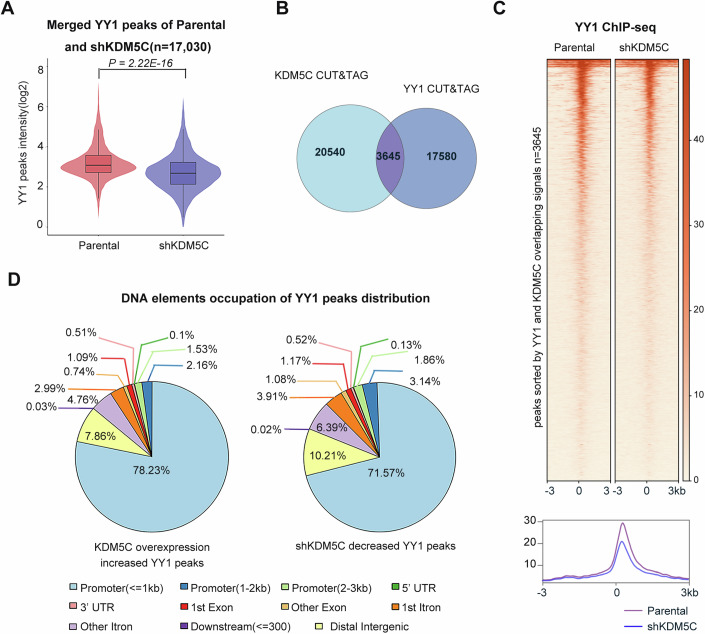
KDM5C is essential for YY1 genome-wide chromatin recruitment. (**A**) Violin plot showing the alteration in YY1 binding peaks after KDM5C depletion. YY1 binding peaks in both ACHN parental and shKDM5C cells were counted (*n* = 17,030). The data are presented as mean ± SD. Statistical significance was determined by the Mann–Whitney *U* test, *P* = 2.22E-16. (**B**) Venn diagram showing the overlapping peaks of YY1 and KDM5C in the co-occupied regions. Representative data from two independent CUT-Tag experiments. (**C**) Heatmap and metaplot showing the chromatin enrichment of YY1 at overlapping YY1 and KDM5C peak regions (*n* = 3645) in ACHN parental and shKDM5C cells. (**D**) Pie chart showing the annotated genomic distribution of altered YY1 peaks on different DNA elements in shKDM5C or KDM5C overexpressing cells. Source data are available online for this figure.

**Figure EV2:**
ChIP-seq experiments targeting YY1 in HK-2 cells. (**A**) Heatmap and metaplot showing the chromatin enrichment of YY1 in HK-2 cells in the presence or absence of KDM5C. (**B**, **C**) ChIP-PCR assay showing the enrichment of YY1 at the promoters of the indicated genes in HK-2 cells after the depletion of YY1, KDM5C or both (**B**), or in cells expressing KDM5C-WT or KDM5C-H514A mutant (**C**). Each experiment was repeated three times with similar results. Statistical significance was determined by one-way ANOVA. (**B**) *P* = 1.24E-06 (JAM3), *P* = 2.27E-06 (KNTC1), *P* = 2.82E-08 (SMC2), *P* = 2.41E-05 (SMC4) and *P* = 3.96E-05 (FOXM1), respectively. (**C**) *P* = 4.53E-06 (JAM3), *P* = 4.46E-06 (KNTC1), *P* = 5.53E-06(SMC2), *P* = 6.82E-06 (SMC4), *P* = 1.05E-06 (FOXM1) and *P* = 0.0002 (LMNB1), respectively. Source data are available online for this figure.

### An intact catalytic domain but not the demethylation activity of KDM5C is required for YY1 recruitment

Since our results suggested that KDM5C functions as a scaffold and that KDM5C is essential for YY1 binding to a promoter, we asked, whether the demethylase activity of KDM5C is involved in YY1 recruitment. We generated ACHN cell lines that stably expressed KDM5C-WT or its enzymatically inactive mutant H514 A and performed ChIP-seq to evaluate the effects of KDM5C or its mutants on YY1 recruitment (Fig. EV1B). As shown in Fig. 4A, ectopic KDM5C WT but not the KDM5C-H514A mutant enhanced YY1 chromatin binding. A similar trend was also observed in HK-2 cells (Fig. EV2A). Because the primary function of KDM5C is to catalyze the removal of methyl groups from H3K4me2/3, we evaluated whether H3K4me3 abundance plays a role in YY1 recruitment.

**Figure 4:**
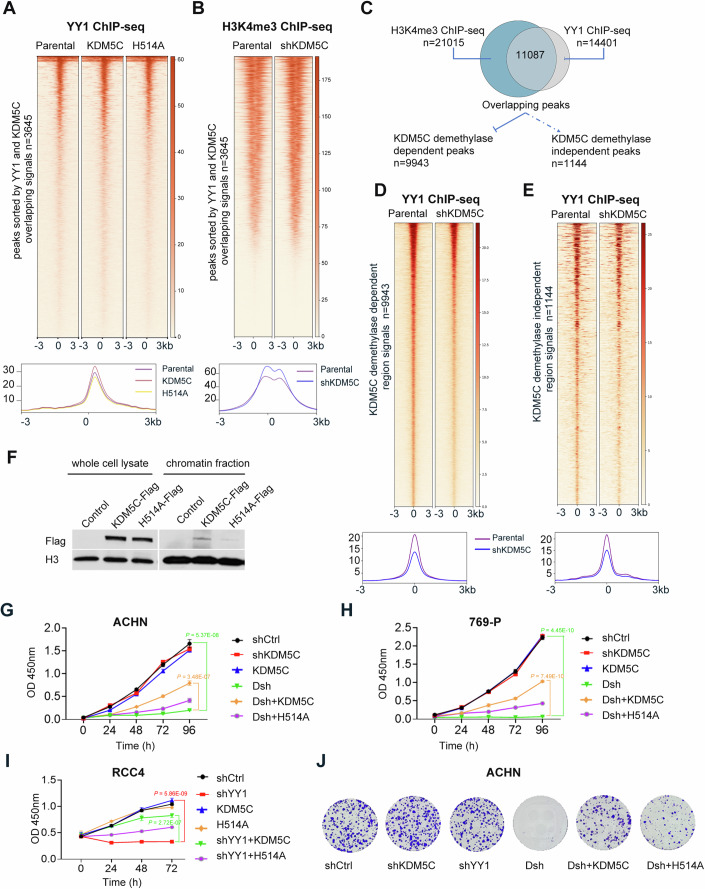
An intact JmjC domain but not KDM5C H3K4 demethylation activity is required for KDM5C-mediated YY1 recruitment. (**A**) Heatmap and metaplot showing the distribution of YY1 peaks in the overlapping regions of YY1 and KDM5C (*n* = 3645) in ACHN cells expressing the KDM5C-WT or KDM5C-H514A mutant. (**B**) Loss of KDMC5 resulted in increased H3K4me3 signal intensity in the YY1 and KDM5C overlapping region (*n* = 3645) in ACHN parental and shKDM5C cells. (**C**) Venn diagram showing the number of YY1 peaks in the H3K4me3/YY1 overlapping region (*n* = 11,087) with or without modulation by KDM5C. (**D**, **E**) Heatmaps and metaplots revealed reduced YY1 enrichment at KDM5C demethylase-dependent regions (*n* = 9943) or KDM5C demethylase-independent regions (*n* = 1144) in ACHN parental and shKDM5C cells. (**F**) KDM5C protein levels in whole-cell lysates or chromatin fractions from HEK293T cells transfected with KDM5C-WT or KDM5C-H514A mutant construct. (**G**–**I**) Effect of the re-expression of the KDM5C-WT or KDM5C-H514A mutant on the proliferation of ACHN (**G**), 769-P (**H**) or RCC4 (**I**) cells after the depletion KDM5C, YY1 or both, as determined by the CCK8 assay. Each experiment was repeated three times with similar results. “Dsh” indicates cells in which KDM5C and YY1 were both knocked down. The data are shown as the mean ± SD of three independent experiments after analysis via Student’s *t* test. In ACHN cells, *P* = 5.37E-08 (Dsh) and *P* = 3.48E-07 (Dsh+KDM5C); in 769-P cells, *P* = 4.45E-10 (Dsh) and *P* = 7.49E-10 (Dsh+KDM5C); in ACHN cells, *P* = 5.86E-09 (Dsh) and *P* = 2.72E-07 (Dsh+KDM5C). (**J**) Colony formation assay with the indicated cell lines (*n* = 3). “Dsh” indicates cells with KDM5C and YY1 simultaneously knocked down. Source data are available online for this figure.

We first performed ChIP-seq of H3K4me3 in ACHN shKDM5C cells and analyzed the change in the signal intensity of this mark. Increased H3K4me3 enrichment was clearly observed in the KDM5C/YY1 overlapping region (Fig. 4B), but the opposite trend of YY1 recruitment was observed in KDM5C-depleted cells (Fig. 3C). To further understand the relationship between YY1 recruitment and H3K4me3, we focused on the overlapping regions of YY1 and H3K4me3 (*n* = 11,087), which were classified into KDM5C demethylase-dependent peaks (*n* = 9943) and KDM5C demethylase-independent peaks (*n* = 1144), as shown in Fig. 4C. Reduced YY1 ChIP-seq signals were observed in almost all of the overlapping YY1 and H3K4me3 regions (Fig. 4D,E), regardless of the effect of KDM5C on H3K4me3 intensity. We therefore hypothesized that an intact KDM5C JmjC domain, rather than KDM5C histone demethylase activity, is essential for YY1 recruitment.

To further explore the mechanism underlying the effects of KDM5C, we evaluated the interaction between KDM5C-H514A and YY1 and found that the mutation did not influence their interaction (Fig. EV3), indicating that the effect of KDM5C-H514A on YY1 chromatin recruitment was unlikely to be caused by disrupted protein binding activity. Because the catalytic composite JmjN/C domain binds the substrate H3 tail harboring methylated H3K4 and since a previous study revealed that none of the KDM5C PHD domains exhibited strong binding affinity for unmethylated or methylated histones (Iwase et al, 2007), we speculated that the replacement of the histidine residue at position 514 with an alanine residue destroyed the integrity of the JmjN/C domain and influenced the chromatin-binding activity of KDM5C. To test this hypothesis, we expressed KDM5C-WT or KDM5C-H514A in HEK293T cells and isolated chromatin-bound proteins. Interestingly, although the protein levels in whole-cell lysates were indistinguishable, H154A exhibited obviously reduced chromatin-binding capacity (Fig. 4F), which might help explain why KDM5C-H514A failed to recruit YY1 to chromatin. In addition, tumor cell proliferation was markedly inhibited only when both of KDM5C and YY1 were depleted in the KDM5C-proficient tumor cells ACHN and 769-P (Figs. 4G,H and EV1B,C). The inhibitory effect was blunted when KDM5C-WT was re-expressed; in contrast, KDM5C-H514A only moderately restored the growth of ACHN and 769-P double knockdown cells. A similar trend was also observed in the colony formation assay (Fig. 4J). In KDM5C-deficient RCC4, cells overexpression of KDM5C-WT largely restored cell sensitivity to YY1 depletion (Figs. 4I and EV1D). These results collectively suggest that an intact catalytic domain of KDM5C is required for YY1 recruitment.

**Figure EV3:**
Evaluation of the interaction between YY1 and KDM5C-WT or KDM5C-H514A mutant. Co-IP followed by western blotting showing the interaction between YY1 and KDM5C-WT or KDM5C-H514A mutant in HEK293T cells. Source data are available online for this figure.

### KDM5C cooperates with YY1 to regulate essential cell fate gene expression

To systematically evaluate the effect of KDM5C-mediated YY1 recruitment on gene expression, we performed RNA-seq with shKDM5C, shYY1 or double-knockdown ACHN cells. 

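Total RNA of ACHN cells, a human renal cancer cell line, was sequenced in 4 groups with 3 replicates each. The groups were cells with a control hairpin (shCtrl), shKDM5C cells, shYY1 cells and cells in which KDM5C and YY1 were simultaneously knocked down (double knockdown). The authors aligned paired-end reads to the human genome with HISAT2 and counted the read pairs on each gene with featureCounts. The counts were deposited for each replicate without normalization. They cover 60675 genes of Ensembl release 84 on GRCh38. Strand was not used in the counting, so counts of genes that overlap on opposite strands are uncertain, as are those of pseudogenes and close paralogs. Between 17910371 and 24272298 read pairs per replicate were counted on genes. The median was 18584415 in shCtrl, 18956645 in shKDM5C, 19066254 in shYY1 and 19337850 in double-knockdown cells. Counts were scaled with edgeR's TMM method, and each knockdown was compared with shCtrl by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The labels do not say whether replicates are separate infections or repeats of the same selected cells, and the paper does not name the hairpin used for RNA-seq. The p-values measure the spread between replicates. They cannot tell an effect of a knockdown from another difference between the selected cell populations. Genes that failed edgeR's filter on low counts were left out. A gene was called downregulated or upregulated in ACHN cells at an unadjusted p-value under 0.05 and an absolute log2 fold change of at least 1.5, the threshold of Fig. 5. The targeted genes were examined first. KDM5C (ENSG00000126012) lies on chromosome X of GRCh38 from 53191321 to 53225422. It had 70.1 ± 0.455 CPM (counts scaled to library size; SD, n = 3) in shCtrl and 42.3 ± 1.22 CPM (SD, n = 3) in shKDM5C cells, a log2 fold change of -0.73 (standard error 0.0472, adjusted p = 1.12e-12, edgeR). Double-knockdown cells had 39.6 ± 0.447 CPM of KDM5C (SD, n = 3), a log2 fold change of -0.80 (standard error 0.0543, adjusted p = 3.24e-10, edgeR). In shYY1 cells KDM5C was higher than in shCtrl, at 89.0 ± 2.64 CPM (SD, n = 3). YY1 (ENSG00000100811, chromosome 14 from 100238298 to 100282792) had 137.7 ± 4.22 CPM in shCtrl and 75.4 ± 3.38 CPM in shYY1 cells (SD, n = 3). The log2 fold change of YY1 was -0.88 in shYY1 cells (standard error 0.0388, adjusted p = 1.65e-19, edgeR). Double-knockdown cells had 94.6 ± 6.46 CPM of YY1 (SD, n = 3), a log2 fold change of -0.51 (standard error 0.0536, adjusted p = 1.14e-07, edgeR). YY1 was thus less reduced in double-knockdown than in shYY1 cells (adjusted p = 5.36e-05 for the difference, edgeR). In shKDM5C cells YY1 did not differ from shCtrl (143.9 ± 5.14 CPM, adjusted p = 0.171, edgeR).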

As shown in Fig. 5A,B, the loss of KDM5C or YY1 led to the upregulated or downregulated expression of several genes. In contrast, the simultaneous loss of KDM5C and YY1 resulted in altered transcription of thousands of genes (1511 genes whose expression was downregulated versus 797 genes whose expression was upregulated, |log_2_FC | ≥1.5, *P* value < 0.05, Fig. 5C), indicating that YY1 recruitment by KDM5C likely contributed to gene expression activation. 

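In shKDM5C cells, 433 genes were downregulated and 108 were upregulated among the 16184 genes tested. In shYY1 cells, 365 genes were downregulated and 148 were upregulated among 16370. Each of these genes also had an adjusted p-value under 0.05. At an adjusted p-value under 0.05 with any fold change, 4481 genes were lower and 4673 higher in shKDM5C cells, and 4017 were lower and 3955 higher in shYY1 cells. The filter on low counts moved the counts at the threshold most. Without it, 1076 genes were downregulated and 310 upregulated in shKDM5C cells. Of the downregulated genes, 75 were common to both single knockdowns. Across all genes tested in both, which are not independent replicates, the log2 fold changes of the single knockdowns had a Pearson correlation of 0.254. Both comparisons use the same shCtrl replicates. In 10 simulations of unchanged groups compared with the same simulated controls, the mean correlation was 0.498. That value holds only for groups without effects, because real effects make the noise of the controls a smaller part of the variance. Divided by the SDs of the observed log2 fold changes, the simulated covariance corresponds to a correlation of 0.0304 (mean of 10 simulations), where the observed correlation over the same genes was 0.237. This counts the noise between shCtrl replicates, for genes expressed in shCtrl. Unchanged groups have no downregulated genes to share, so the simulations set no limit for the 75.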

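Double-knockdown ACHN cells had 923 downregulated and 462 upregulated genes among the 16454 tested, so 66.6% of the genes past the threshold were lower. All of them had an adjusted p-value under 0.05. At an adjusted p-value under 0.05 and any fold change, 5264 genes were lower and 5044 were higher. The log2 fold changes of the double knockdown correlated across genes with those of shKDM5C (Pearson's r = 0.487) and of shYY1 (r = 0.234). Over the genes that were also in the simulations, these were 0.474 and 0.198, where the noise of the shared shCtrl replicates gives at most 0.0208. Among downregulated genes with at least 10 CPM in shCtrl, FOLR1 fell by much more than the spread between replicates. FOLR1 (ENSG00000110195, chromosome 11 from 72189558 to 72196301) went from 25.6 ± 1.80 to 0.121 ± 0.0587 CPM (SD, n = 3), a log2 fold change of -7.57 (standard error 0.207, adjusted p = 5.95e-16, edgeR). Most of this fall was also seen with either single knockdown, at 1.58 ± 0.235 CPM in shKDM5C and 0.461 ± 0.313 CPM in shYY1 cells (SD, n = 3). RPSAP47 (ENSG00000188856, chromosome 8), a processed pseudogene whose reads can be shared with its parent gene, had 4242 read pairs over the 3 shCtrl replicates and 1 over the 3 double-knockdown replicates. Scaled for library size this was 4630-fold lower (95% interval 831 to 183000, from counting error only). VCAM1 (ENSG00000162692, chromosome 1 from 100719742 to 100739045) rose from 0.107 ± 0.107 to 31.2 ± 1.65 CPM, a log2 fold change of 8.15 (standard error 0.229, adjusted p = 9.01e-16, edgeR). Its shCtrl replicates had only 0, 2 and 4 read pairs, and the log2 fold change ran from 7.57 to 9.07 with 1 library left out. SIGLEC15 (ENSG00000197046, chromosome 18 from 45825512 to 45844080) rose from 0.244 ± 0.260 to 48.6 ± 3.53 CPM, a log2 fold change of 7.61 (standard error 0.217, adjusted p = 1.02e-15, edgeR). It had 10, 4 and 0 read pairs in the shCtrl replicates, and its log2 fold change ran from 7.05 to 8.77 with 1 library left out. The gene ENSG00000274804, which lies on the unplaced scaffold KI270733.1, rose from 0.512 ± 0.135 to 114.3 ± 16.4 CPM, a log2 fold change of 7.82 (standard error 0.158, adjusted p = 9.13e-18, edgeR). From the altered transcription after simultaneous loss of KDM5C and YY1, in contrast to the loss of either alone, the paper proposes that YY1 recruitment by KDM5C contributed to the activation of gene expression.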

A similar pattern was also observed via RNA-seq with HK-2 nontumoral cells (Fig. EV4). 

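HK-2 cells, a human kidney proximal tubular epithelial cell line, were sequenced in the same 4 groups with 3 replicates each, and the authors deposited raw counts made in the same way. Between 15926561 and 18755684 read pairs per replicate were counted on genes, with a median of 17477867 in shCtrl, 17943965 in shKDM5C, 16807576 in shYY1 and 16688958 in double-knockdown cells. A gene was called at an adjusted p-value under 0.05, as in the panels of Fig. EV4, and an absolute log2 fold change of at least 1.5. KDM5C had 194.4 ± 3.08 CPM in shCtrl, 57.3 ± 18.7 in shKDM5C, 246.7 ± 13.6 in shYY1 and 69.2 ± 3.01 in double-knockdown cells (SD, n = 3). Its log2 fold change was -1.74 in shKDM5C cells (standard error 0.228, adjusted p = 0.0184, edgeR, and up to 0.151 with 1 library left out) and -1.49 in double-knockdown cells (standard error 0.0506, adjusted p = 6.76e-21, edgeR). YY1 had 211.6 ± 6.67 CPM in shCtrl, 236.0 ± 23.6 in shKDM5C, 64.8 ± 3.44 in shYY1 and 75.3 ± 1.78 in double-knockdown cells (SD, n = 3). The log2 fold change of YY1 was -1.70 in shYY1 cells (standard error 0.0557, adjusted p = 2.21e-15, edgeR) and -1.49 in double-knockdown cells (standard error 0.0497, adjusted p = 4.27e-21, edgeR). In shKDM5C cells, 43 genes were downregulated and 38 upregulated among 16161 tested. The legend of Fig. EV4 gives an unadjusted p-value instead, with which these counts are 145 and 95. The shKDM5C replicate 1 differed from replicates 2 and 3 by far more than they differed from each other. Without it, 138 genes were downregulated and 92 upregulated, while without any 1 of the shCtrl replicates at most 1 gene passed the threshold in either direction. In shYY1 cells, 157 genes were downregulated and 51 upregulated among 16071. In double-knockdown cells, 299 were downregulated and 398 upregulated among 16217, so 42.9% of the genes past the threshold were lower. Of the downregulated genes, 207 (69.2%) were past the threshold in neither single knockdown. The effect of the double knockdown was below the sum of the single knockdowns' effects for 52 of these 207 genes (interaction, adjusted p under 0.05, edgeR, in a fit that includes shKDM5C replicate 1). The 207 genes were chosen on the same libraries, which favours this direction. Among the 14784 genes tested in the double knockdown of both cell lines, 612 were downregulated in ACHN cells, 225 in HK-2 cells and 85 in both, where 9.31 are expected by chance (odds ratio 16.2, two-sided Fisher's exact test, p = 1.61e-59). Genes upregulated in both numbered 55, where 5.5 are expected (p = 1.55e-39, two-sided Fisher's exact test). Across these genes, which are not independent replicates, the log2 fold changes in the cell lines had a Pearson's r of 0.315 and a Spearman's rho of 0.271. The heatmap of Fig. EV4D, whose legend names ACHN cells, was read as HK-2 cells like the other panels of that figure. It shows 49 genes, of which 41 passed the filter on low counts. All 41 were lower in double-knockdown HK-2 cells than in shCtrl, and 40 had an adjusted p-value under 0.05. The heatmap was drawn from these samples, so this tally is not independent evidence.

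**Figure D1:**
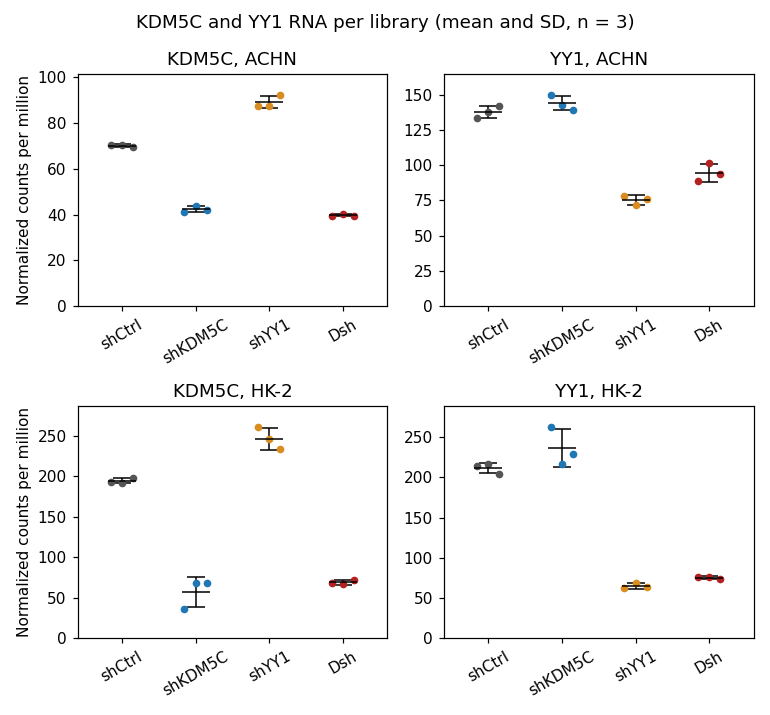
KDM5C and YY1 in CPM (y axis, from 0) in the 4 groups of ACHN and HK-2 cells (x axis, Dsh for double knockdown). Points are replicates, horizontal bars are means and error bars are SD (n = 3), and the KDM5C values of HK-2 shKDM5C replicates run from 35.7 to 68.5 CPM.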

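Downregulated genes of the ACHN groups were compared with one another. Of those in double-knockdown cells, 625 (67.7%) were past the threshold in neither single knockdown, 179 were shared with shKDM5C cells alone, 72 with shYY1 cells alone and 47 with both. A further 179 genes were downregulated only in shKDM5C cells, 218 only in shYY1 cells and 28 in both single knockdowns. The median log2 fold change of the 625 genes was -2.0 in double-knockdown, -0.59 in shKDM5C and -0.12 in shYY1 cells. A gene under the threshold can still be changed, so the smaller effects were counted as well. At an adjusted p-value under 0.05 (edgeR), 353 of the 625 genes were lower in shKDM5C and 180 were lower in shYY1 cells, while 58 and 119 were higher. Compared directly with the single knockdowns, 502 of the 625 genes were lower in double-knockdown than in shKDM5C cells by the same threshold, 565 were lower than in shYY1 cells and 487 were lower than in both. The interaction of the knockdowns, which compares the double knockdown with the sum of the single effects on the log2 scale, was below 0 for 454 of the 625 genes and above 0 for 2 (adjusted p under 0.05, edgeR). These genes were chosen on the same libraries as low in the double knockdown alone, which favours an interaction below 0. Over all 17228 genes tested, the interaction was below 0 for 4961 and above 0 for 4625. The sum of the single effects alone reached the fold change threshold for 114 of the 625 genes.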

Compared with the loss of KDM5C or YY1 alone, double knockdown caused transcriptional repression of a sharply increased number of genes (1099 newly identified downregulated genes in total), as shown in Fig. 5D. 

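JAM3, KNTC1, SMC2, SMC4, LMNB1 and FOXM1 were examined one by one in ACHN cells, together with lists of cell cycle and apoptosis genes. JAM3 (ENSG00000166086) lies on chromosome 11 from 134068925 to 134152001. It had 40.6 ± 2.62 CPM in shCtrl, 29.9 ± 2.38 in shKDM5C, 18.6 ± 0.499 in shYY1 and 11.9 ± 0.739 in double-knockdown cells (SD, n = 3). Its log2 fold change in the double knockdown was -1.74 (standard error 0.0822, adjusted p = 1.55e-12, edgeR), and its interaction did not differ from 0 (adjusted p = 0.151). KNTC1 (ENSG00000184445, chromosome 12 from 122527246 to 122626396) had 124.9 ± 3.56 CPM in shCtrl, about equal levels in the single knockdowns (100.8 ± 8.68 and 100.0 ± 1.26) and 71.3 ± 3.72 in double-knockdown cells, a log2 fold change of -0.78 (adjusted p = 2.26e-10, edgeR). SMC2 (ENSG00000136824, chromosome 9 from 104094260 to 104141417) had 148.0 ± 6.93 CPM in shCtrl and 83.1 ± 3.48 in double-knockdown cells (adjusted p = 1.19e-10, edgeR). In shYY1 cells SMC2 was higher than in shCtrl, at 176.8 ± 1.61 CPM (adjusted p = 2.2e-07, edgeR). SMC4 (ENSG00000113810, chromosome 3 from 160399274 to 160434962) had 182.0 ± 9.70 CPM in shCtrl and 137.6 ± 11.5 in double-knockdown cells, a log2 fold change of -0.38 (standard error 0.0576, adjusted p = 1.43e-05, edgeR). LMNB1 (ENSG00000113368, chromosome 5 from 126776623 to 126837020) had 130.3 ± 3.34 CPM in shCtrl, 108.9 ± 2.12 in shKDM5C, 125.7 ± 6.08 in shYY1 and 112.7 ± 2.46 in double-knockdown cells. Its log2 fold change was -0.18 in the double knockdown (adjusted p = 0.00208, edgeR) and -0.26 in shKDM5C cells (adjusted p = 1.32e-06), and these 2 groups did not differ (adjusted p = 0.132), except with total counts as the scaling, where LMNB1 was higher in the double knockdown than in shKDM5C cells (adjusted p = 0.0201). FOXM1 (ENSG00000111206, chromosome 12 from 2857681 to 2877155) rose from 163.7 ± 0.527 CPM in shCtrl to 215.4 ± 3.12 in shKDM5C and 213.2 ± 2.59 in shYY1 cells, and fell to 109.7 ± 1.40 in double-knockdown cells (log2 fold change -0.55, standard error 0.0437, adjusted p = 2.73e-09, edgeR). Its interaction was -1.34 (standard error 0.0507, adjusted p = 3.65e-17, edgeR). Adjusted over the list alone, all 6 genes had a p-value of at most 0.000948 in the double knockdown, but the study chose these genes on the same samples, so this is not independent evidence. Of the 6 genes, only JAM3 passed the fold change threshold. Fig. 5E shows 46 genes, chosen on these samples too. All 46 were lower in double-knockdown cells than in shCtrl, 43 had an adjusted p-value under 0.05, 8 were past the fold change threshold, and 37 had their lowest mean in double-knockdown cells. The lists were tested with limma's camera (preset correlation 0.01) and adjusted over 6 tests. In double-knockdown cells, 40 of 43 S phase genes were lower (median log2 fold change -0.70, adjusted p = 1.05e-11, limma), as were 49 of 54 G2/M phase genes (median -0.31, adjusted p = 3.78e-07, limma). Of 40 genes of the apoptosis machinery, 11 were lower, and the median was 0.30 (adjusted p = 0.00102, limma). All of these calls held with limma's fry, and with an estimated correlation those on S phase and apoptosis genes held, while that on G2/M phase genes did not (adjusted p = 0.111, limma).

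**Figure D2:**
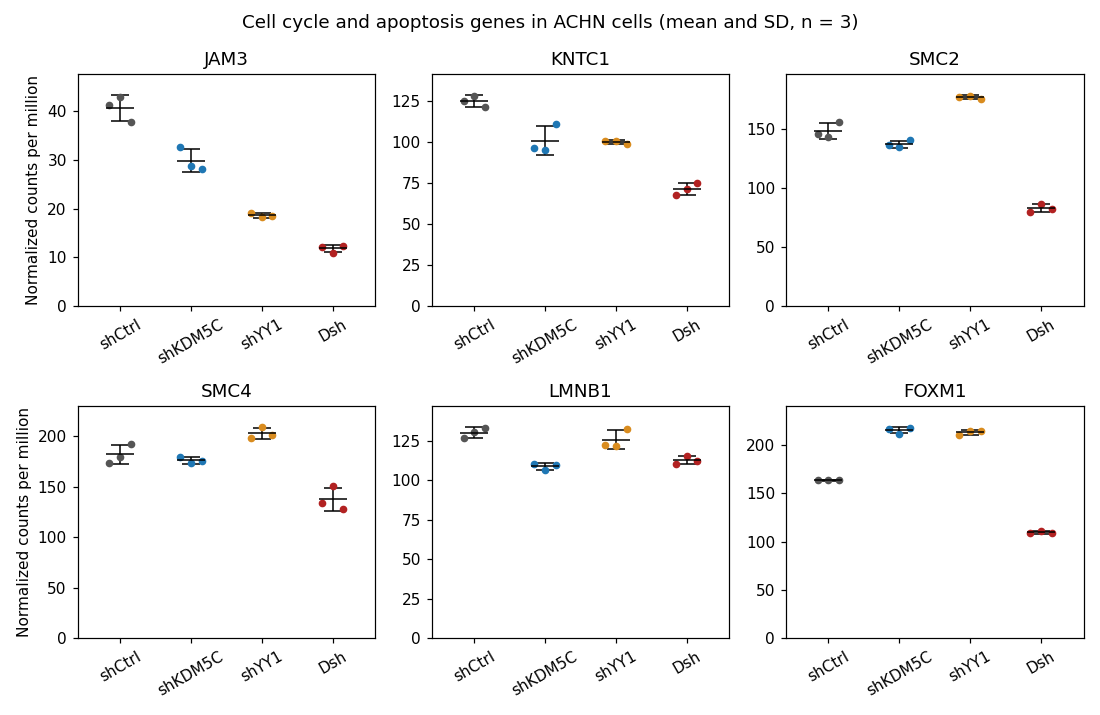
JAM3, KNTC1, SMC2, SMC4, LMNB1 and FOXM1 in CPM (y axis, from 0) in the 4 groups of ACHN cells (x axis, Dsh for double knockdown). Points are replicates, horizontal bars are means and error bars are SD (n = 3), and double-knockdown cells have the lowest mean for every gene except LMNB1, which was lowest in shKDM5C cells.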

Given that depletion of both YY1 and KDM5C led to significant suppression of tumor cell proliferation (Fig. 4), we next investigated the gene expression patterns by analyzing the RNA-seq results and found that the expression of several cell cycle- and cell apoptosis-related genes, including JAM3, KNTC1, SMC2, SMC4, LMNB1 and FOXM1, was markedly downregulated in the double-knockdown cell group (Fig. 5E). These results were verified by qPCR in ACHN cells (Fig. 5F).

**Figure 5:**
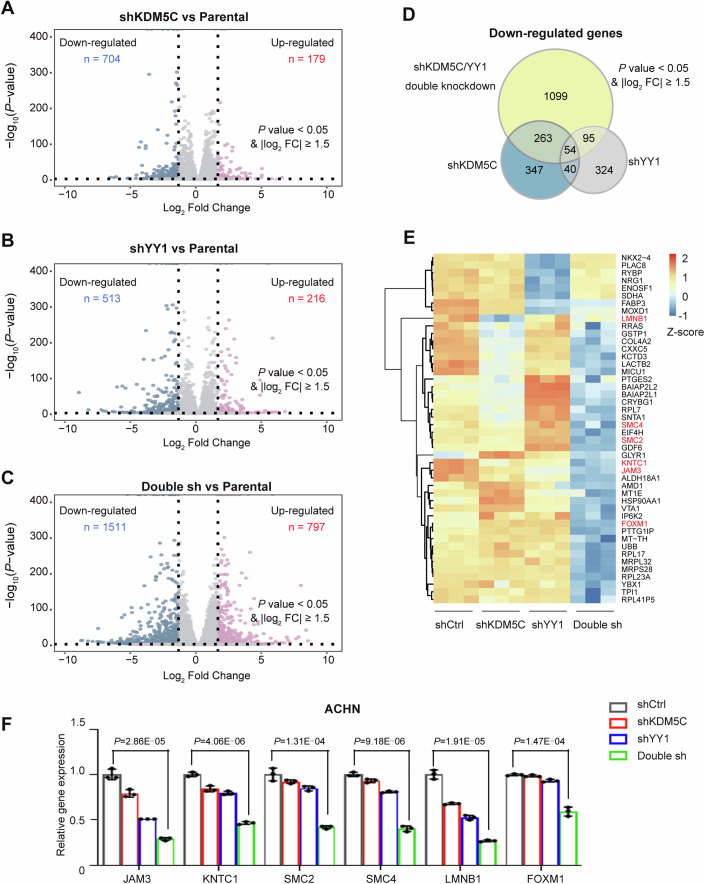
KDM5C and YY1 coregulate the expression of a number of essential cell-fate genes. (**A**–**C**) Volcano plots showing the change in the number of transcripts in shKDM5C, shYY1 or double shKDM5C ACHN cells, as determined by RNA-seq analysis (| log_2_ FC | > 1.5, *P* value < 0.05). “Double sh” indicates cells with KDM5C and YY1 simultaneously knocked down. (**D**) Venn diagrams showing the number of downregulated genes in shKDM5C, shYY1 or shKDM5C/YY1 double-knockdown cells. (**E**) Heatmap showing the normalized gene expression profile in shKDM5C, shYY1 or double sh ACHN cells. “Double sh” indicates cells with KDM5C and YY1 simultaneously knocked down. (**F**) qPCR was used to assess the transcription of select genes in the indicated ACHN cells. Each experiment was repeated three times with similar results. “Double sh” indicates cells with KDM5C and YY1 double knocked down. The data are shown as the mean ± SD of three independent experiments after analysis by two-tailed Student’s *T* test. *P* = 2.86E-05 (JAM3), *P* = 4.06E-06 (KNTC1), *P* = 1.31E-04(SMC2), *P* = 9.18E-06(SMC4), *P* = 1.91E-05(LMNB1) and *P* = 1.47E-04 (FOXM1). Source data are available online for this figure.

**Figure EV4:**
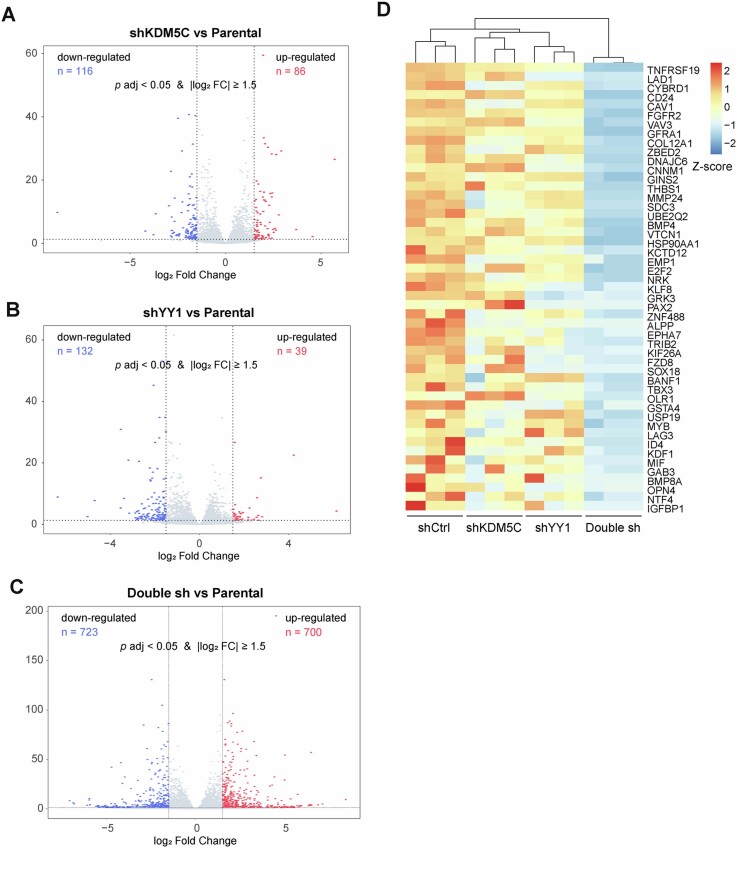
RNA-seq in HK-2 derived cells. (**A**–**C**) Volcano plots showing the change in the number of transcripts in shKDM5C, shYY1 or double-knockdown HK-2 cells, as determined by RNA-seq analysis ( | log_2_ FC | > 1.5, *P* value < 0.05). (**D**) Heatmap showing the normalized gene expression profile in shKDM5C, shYY1 or double sh ACHN cells. “Double sh” indicates cells in which KDM5C and YY1 were both knocked down. Source data are available online for this figure.

We compared the RNA-seq results with our CUT&Tag data, and found that almost half of the downregulated genes (49.96%) in the KDM5C/YY1 double-knockdown group were annotated in the genomic regions where YY1 and KDM5C overlapped, as shown in Fig. EV5B. We then analyzed the YY1 peaks at the promoters of individual genes via the IGV browser. As shown in Fig. EV5C,D, KDM5C depletion reduced theYY1 peak intensity at the promoters of the indicated genes, and the presence of KDM5C increased the amount of YY1 recruited to these promoters. KDM5C-H514A marginally increased the YY1 intensity in the indicated regions. Moreover, ChIP-qPCR was performed in HK-2 cells and the result revealed that YY1 enrichment at the promoter region of the indicated genes was increased after KDM5C-WT was expressed, whereas KDM5C-H514A failed to increase YY1 binding (Fig. EV2C). These results strongly suggest that KDM5C increases the expression of essential cell-fate genes by recruiting YY1 to their promoters.

**Figure EV5:**
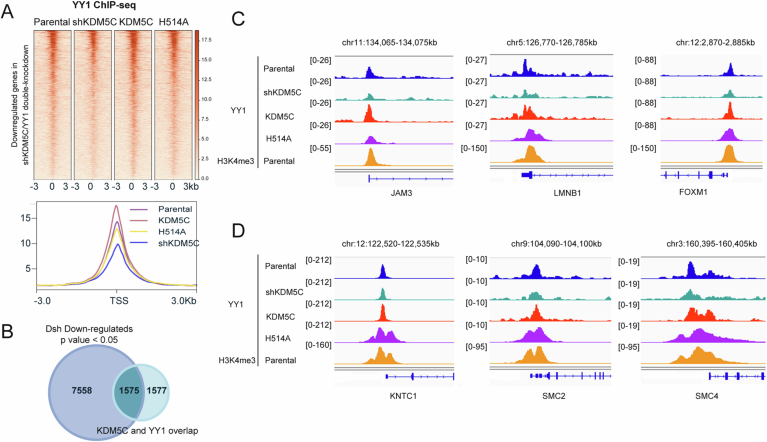
Effects of KDM5C on YY1 enrichment at promoter regions of specific genes. (**A**, **B**) The connections between the ChIP-seq and RNA-seq data were analyzed, and the genomic regions of the downregulated genes in the KDM5C/YY1 double-knockdown group were annotated. (**C**, **D**) ChIP-seq snapshots reflecting changes in YY1 enrichment at the promoter regions of the JAM3, LNMB1, FOXM1, KNTC1, SMC2 and SMC4 genes in the indicated cell lines. The promoters are indicated by H3K4me3 peaks. Source data are available online for this figure.

### Simultaneous loss of KDM5C and YY1 significantly promotes cell cycle arrest and cell apoptosis

Previous studies have shown that *SMC2/4, LMNB1*, and *KNTC1* are involved in cell cycle arrest and apoptosis regulation. To confirm the synergistic effect of KDM5C and YY1 on tumorigenicity and cancer cell proliferation, we analyzed the cell cycle progression and apoptosis rate of tumor cells in which KDM5C, YY1 or both had been depleted. We first measured the ratio of renal cancer cells in each phase of the cell cycle, and the results indicated that the loss of both KDM5C and YY1 caused an increased ratio of 769-P tumor cells arrested in the G2/M phase. Similar results were also observed in KDM5C-deficient RCC4 cells after YY1 depletion (Fig. 6A). Moreover, double knockdown of KDM5C and YY1 but not loss of either gene individually greatly increased the percentage of apoptotic cells in 769-P tumors. In addition, the absence of YY1 in RCC4 cells induced a significant increase in the percentage of apoptosis cells (Fig. 6B). These results confirmed the inhibitory effect of YY1 depletion on KDM5C-deficient cells (Fig. 4). Taken together, our study revealed a synergistic regulatory effect of KDM5C and YY1 on cancer cell proliferation and cell cycle progression.

**Figure 6:**
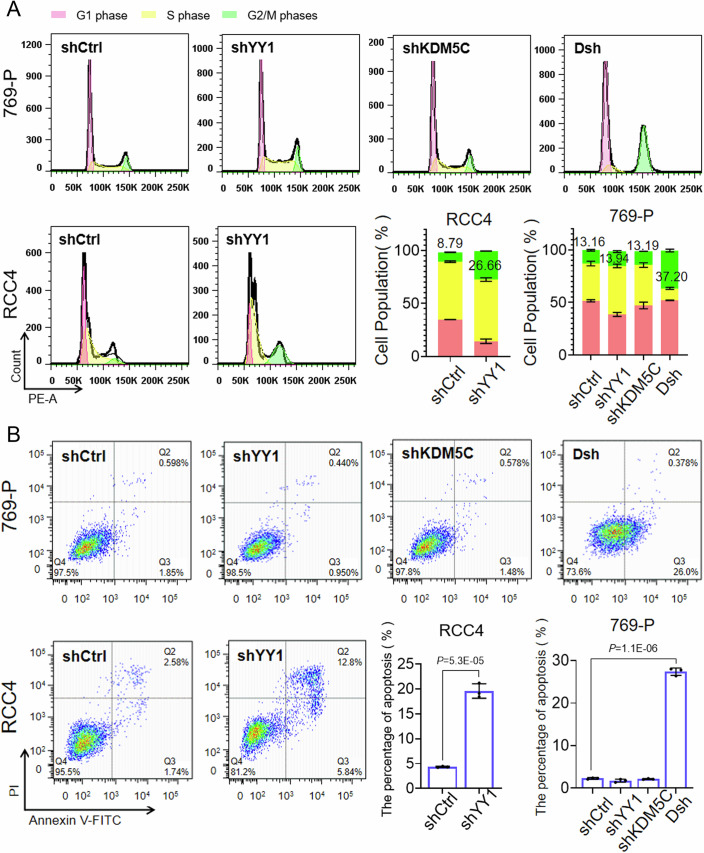
Simultaneous targeting of KDM5C and YY1 effectively induces cell cycle arrest in the G2/M phase and apoptosis. (**A**) Cell cycle analysis with the indicated cell lines via flow cytometry. The percentage of cells in each phase of the cell cycle is shown on the Y-axis. Each experiment was repeated three times with similar results. “Double sh” indicates cells with simultaneous knockdown of KDM5C and YY1. (**B**) Flow cytometry–based Annexin V/PI staining showing cells in the indicated lineages undergoing apoptosis. The quantitative results indicate the ratio of apoptotic cells. Each experiment was repeated three times with similar results. “Double sh” indicates cells with simultaneous knockdown of KDM5C and YY1. The data are shown as the mean ± SD of three independent experiments after analysis by two-tailed Student’s *T* test. *P* = 5.3E-05 (RCC4) and *P* = 1.1E-06 (769-P). Source data are available online for this figure.

## Discussion

As a member of the GLI-Kruppel family of zinc finger DNA-binding proteins, YY1 has been proven to regulate genes either by directly binding to a promoter or indirectly by associating with chromatin-remodeling proteins or histone modifiers (Gordon et al, 2006; Khachigian, 2018). YY1 is frequently overexpressed in many cancer types and reshapes the oncogenic gene expression network (Bonavida and Kaufhold, 2015; Sarvagalla et al, 2019). Although YY1 can directly bind to a promoter DNA sequence, the mechanism underlying its recruitment to chromatin is still not fully understood. In addition, although targeting YY1 might be an attractive therapeutic strategy, a robust biomarker to analyze its effect is lacking. In this study, we found that YY1 is a KDM5C-associated protein, and the JmjC domain of KDM5C was essential for the KDM5C–YY1 interaction. Moreover, we demonstrated that KDM5C mediates the chromatin recruitment of YY1, which is important for YY1 binding to promoter regions and the transcription of cell fate-related genes. Importantly, targeting YY1 effectively inhibited the proliferation and tumorigenicity of tumor cells with low KDM5C expression. Considering these findings, we propose the following model: YY1 chromatin recruitment is at least partially dependent on the presence of KDM5C, and in tumor cells with high KDM5C expression, a small amount of YY1 can be recruited to chromatin even after KDM5C is knocked down. In contrast, depleting YY1 in low KDM5C-expressing tumor cells completely eliminated chromatin-bound YY1 and promoted tumor regression (Fig. 7).

**Figure 7:**
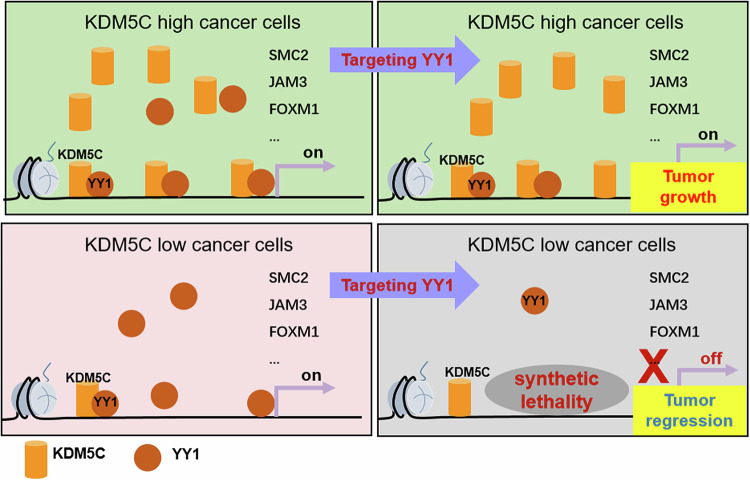
A mechanistic hypothesis model for KDM5C-mediated YY1 recruitment. YY1 and KDM5C constitute a pair of synthetic lethal genes. KDM5C recruits YY1 to the promoter regions of cell cycle- or apoptosis-related genes. Targeting YY1 increases the vulnerability of KDM5C-deficient cancer cells.

As a specific H3K4 histone demethylase, KDM5C plays dual roles as both a proto-oncogene and tumor suppressor (Chen et al, 2018; Ji et al, 2015; Shen et al, 2016; Shen et al, 2021). KDM5C interacts with specific transcription factors, such as MYC (Outchkourov et al, 2013; Secombe et al, 2007), and downregulates gene expression by reducing H3K4me2/3 levels at enhancer or promoter regions. However, studies, including our previous reports, have shown that KDM5C also upregulates the expression of certain genes, but the relevant molecular mechanism of KDM5C effect on gene expression is unclear (Outchkourov et al, 2013; Scandaglia et al, 2017; Zheng et al, 2021). A recent study showed that the histone demethylase KDM5B recruited the H3K9 methyltransferase SETDB1 to suppress antitumor immunity in a KDM5B demethylase-independent manner, implying that the scaffolding function of this epigenetic regulator was important in certain contexts, a finding that has been appreciated to a lesser degree in prior studies (Zhang et al, 2021). Our finding that KDM5C recruited YY1 to chromatin in a histone demethylase-independent manner reinforces the evidence suggesting that the scaffolding function of epigenetic regulators might be critical for tumorigenesis. Indeed, epigenetic inhibitors targeting the catalytic domain often show limited efficacy and intolerable toxicity, and our findings strongly suggest that targeting the scaffolding function should be considered in the development of new cancer prevention strategies and therapies.

Abnormalities in enzymes that regulate epigenetic modifications are important drivers of tumor occurrence and cancer progression (Dawson, 2017). Therefore, epigenome-based therapies might be developed to block the dysregulated expression of proto-oncogenes in tumor cells and increase antitumor responses (Miranda Furtado et al, 2019; Nebbioso et al, 2018). KDM5C has been shown to be frequently mutated or aberrantly expressed in various cancers. The degree of YY1 chromatin recruitment was decreased in KDM5C-deficient tumor cells, and further inhibition of YY1 expression might completely suppress YY1-directed transcription and significantly impair the proliferation of tumor cells. Furthermore, simultaneously targeting KDM5C and YY1 effectively inhibited tumor growth in KDM5C-proficient tumor cells. In recent years, the induction of synthetic lethality has been applied to the identification of novel drug targets, opening new avenues to tumor-targeted therapy (Nijman and Friend, 2013). Considering the definition of synthetic lethality and the results presented here, we propose that KDM5C and YY1 form a synthetically lethal gene pair, providing a rationale for the clinical treatment of patients with KDM5C-deficient cancer by targeting YY1.

In summary, our work provides mechanistic insight into YY1 chromatin recruitment and suggests an important role for the scaffolding function of the histone demethylase KDM5C. Because proteolysis-targeting chimeras (PROTACs) are used to target and degrade proteins with important scaffolding functions and serve as a potential therapeutic strategy in cancer, future work focusing on the design and synthesis of KDM5C PROTAC drugs is important, and further studies in this research direction are warranted.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Human kidney proximal tubular epithelial cell line HK-2	American Type Culture Collection	
Human renal cancer cell lines (ACHN, 769-P and RCC4)	American Type Culture Collection	
HEK293T	Institute of Cellular Resources, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.	
BALB/c nude mice	Beijing Vital River Laboratory Animal Technology (China)	
**Recombinant DNA**		
pHAGE-HA-Flag-Ctrl	Our Lab	
pHAGE-HA-KDM5C	Our Lab	
pHAGE-Flag-KDM5C	Our Lab	
pHAGE-HA-YY1	Our Lab	
pHAGE-Flag-YY1	Our Lab	
pHAGE-HA-H514A	Our Lab	
pHAGE-Flag-H514A	Our Lab	
pHAGE-Flag-KDM5C-I	Our Lab	
pHAGE-Flag-KDM5C-II	Our Lab	
pHAGE-Flag-KDM5C-III	Our Lab	
pHAGE-Flag-KDM5C-IV	Our Lab	
pHAGE-Flag-KDM5C-V	Our Lab	
pHAGE-Flag-SBP-KDM5C	Our Lab	
pLKO.1-shCtrl	Our Lab	
pLKO.1-shCtrl-EGFP	Our Lab	
pLKO.1-shKDM5C-1	Our Lab	
pLKO.1-shKDM5C-2	Our Lab	
pLKO.1-shYY1-1	Our Lab	
pLKO.1-shYY1-2	Our Lab	
pLKO.1-EGFP-shKDM5C- 1	Our Lab	
pLKO.1-EGFP-shKDM5C-2	Our Lab	
pHAGE-Flag-KDM5C-Hygro	Our Lab	
pHAGE-Flag-H514A-Hygro	Our Lab	
**Antibodies**		
Anti-KDM5C	Cell Signaling Technology	D29B9
Anti-KDM5C	BETHYL	A301-034A
Anti-KDM5C	Proteintech	14426-1-AP
Anti-YY1	Cell Signaling Technology	D5D9Z
Anti-Flag	Proteintech	20543-1-AP
Anti-HA	Proteintech	66006-2-Ig
Anti-GAPDH	Proteintech	60004-1-Ig
Anti-β-actin	Proteintech	66009-1-Ig
Anti-H3	Cell Signaling Technology	2650
Anti-H3K4me3	Cell Signaling Technology	9751
Rabbit IgG	ABclonal	AC042
**Oligonucleotides and other sequence-based reagents**		
Plasmid construction primer sequences	This study	“Methods” section
qRT-PCR primer sequences	This study	“Methods” section
ChIP-qPCR primer sequences	This study	“Methods” section
**Chemicals, enzymes and other reagents**		
Fetal bovine serum	Cell-box	AUS-01S-02
NEOFECT DNA transfection reagent	NeoFect	TF20121201
Polybrene	Solarbio	H8761
Puromycin	Solarbio	P8230
RIPA buffer	Beyotime	P0013B
Protease inhibitor mixture cocktail	MedChemExpress	HY-K0010
Anti-HA magnetic beads	MedChemExpress	HY-K0201
Anti-Flag magnetic beads	MedChemExpress	HY-K0207
Hygromycin	Beyotime	ST-1389
Matrigel Basement Membrane Matrix	Corning	356234
**Software**		
GraphPad Prism software V9.4.1		
Flowjo		
**Other**		
MycoBlue Mycoplasma Detector	Vazyme	D101-01
RNA isolater Total RNA Extraction Reagent	Vazyme	R401-01
ReverTra Ace qPCR RT Master Mix with gDNA Remover	TOYOBO	FSQ-301
ChamQ SYBR qPCR Master Mix	Vazyme	Q311-02
Hyperactive Universal CUT&Tag Assay Kit for Illumina Pro	Vazyme	TD904
TruePrep Index Kit V2 for Illumina	Vazyme	TD202
Cell counting kit 8	MedChemExpress	HY-K0301
BCA protein assay kit	Beyotime	P0012
Enhanced chemiluminescence detection kit	Vazyme	E411-05
Annexin V-FITC/PI apoptosis kit	Multi Sciences	AP101
Cell Cycle and Apoptosis Analysis Kit	Beyotime	C1025
Flow cytometer	BD Bioscience	LSRFortessaX20
Microplate reader	Epoch	BioTek
CFX Connect Real-Time PCR Detection System	Bio-Rad	

### Vectors and plasmids

The pHAGE vector carries a puromycin resistance cassette, endowing the transfected cells with resistance to puromycin, hence enabling us to select and generate stable cells. The overexpression vectors used in our context (KDM5C or YY1 with HA or Flag tags and their truncated constructs) were constructed using pHAGE for mammalian cell expression. 

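The hairpin sequences listed for these experiments were located by exact match in the human genome (GRCh38) and in the spliced transcripts of its GENCODE annotation. Each is 21 bases long. shKDM5C-1 (AGTACCTGCGGTATCGGTATA) occurs in no place of the genome as 1 stretch, because it spans a junction of exons. Its first 10 bases lie in exon 15 of KDM5C (chromosome X, 53198977 to 53198986) and the other 11 in exon 16 (53198878 to 53198888), and it is found in 12 transcripts, all of KDM5C. shKDM5C-2 (GCCACACTTGAGGCCATAATC) lies in the coding sequence of exon 20 of KDM5C (chromosome X, 53196018 to 53196038) and is found in 11 of its transcripts. shYY1-1 (GACGACGACTACATTGAACAA) lies in the coding sequence of exon 1 of YY1 (chromosome 14, 100239668 to 100239688) and shYY1-2 (GCCTCTCCTTTGTATATTATT) in the untranslated region of exon 5 (100277668 to 100277688). Neither of them matches a transcript of another gene. The control hairpin (CAACAAGATGAAGAGCACCAA) matches no transcript and no place of the genome exactly. Matches with mismatches were not searched.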

The KDM5C enzymatically inactive mutant H514A was generated via site-directed mutagenesis PCR from the pHAGE-KDM5C plasmid. shRNAs targeting human KDM5C and YY1 were constructed using pLKO.1. The construction of pLKO.1 is detailed on the *addgene* website. All of the constructs were validated by DNA sequencing. The targeted sequences of KDM5C and YY1 genes are as follows:

shCtrl: 5’-CAACAAGATGAAGAGCACCAA-3’;

shKDM5C-1: 5’-AGTACCTGCGGTATCGGTATA-3’;

shKDM5C-2: 5’-GCCACACTTGAG GCCATAATC-3’;

shYY1-1: 5’-GACGACGACTACATTGAACAA-3’;

shYY1-2: 5’-GCCTCTCCTTTGTATATTATT-3’.

### Cell culture

The human kidney proximal tubular epithelial cell line HK-2 and human renal cancer cell lines (ACHN, 769-P and RCC4) were obtained from the American Type Culture Collection (ATCC). HEK293T cells were obtained from the Institute of Cellular Resources, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences. HK-2, ACHN, RCC4, and HEK293T cells were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM, HyClone) while 769-P cells were cultured in Roswell Park Memorial Institute-RPMI medium (1640, HyClone) and both media were supplemented with 10% fetal bovine serum (FBS, Cell-box, AUS-01S-02) in a humidified atmosphere containing 5% CO_2_ at 37 °C. The cell lines were authenticated by STR profiling, and mycoplasma testing was performed monthly with a MycoBlue Mycoplasma Detector (Vazyme, D101-01).

For transient protein expression, the cells were transfected with the indicated constructs via NEOFECT DNA transfection reagent (NeoFect, TF20121201) according to the manufacturer’s instructions. After 48 h of transfection, the cells were harvested for the following assays. To generate stable overexpression or knockout cell lines, appropriate constructs and two packaging plasmids psPAX2 and pMD2.G were cotransfected into HEK293T cells. After 60 h, the lentivirus particles from the culture medium were collected and filtered with 0.45 µm filter, and then added to the host cells along with 8 μg/mL polybrene (Solarbio, H8761). Infected cells were then selected in puromycin (Solarbio, P8230)-containing medium. The protein levels of the target genes were determined via western blotting with the corresponding antibodies. To generate the double-knockdown cells, we selected a GFP-labeled KDM5C knockdown plasmid (pLKO.1-GFP) to infect cells depleted of YY1, and then screened the cells for puromycin resistance and green fluorescence. To restore KDM5C or H514A in knockdown cells, we inserted a hygromycin resistance gene into pHAGE-KDM5C/H514A-puro, which could be used to screen cells expressing KDM5C/H514A. The cells involved in the cell cycle and apoptosis assays did not contain fluorescence, which might have affected the results. We confirmed protein expression via western blotting.

### RNA extraction and qRT-PCR

Total RNA was extracted using the RNA isolater Total RNA Extraction Reagent (Vazyme, R401-01) according to the manufacturer’s instructions. Reverse transcription reactions were performed by using ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO, FSQ-301). RT-PCR was performed with ChamQ SYBR qPCR Master Mix (Vazyme, Q311-02) on a CFX Connect^TM^ Real-Time System (Bio-Rad). The housekeeping gene expression levels of β-actin or GAPDH were used for normalization. Each reaction was performed in triplicates. For quantification of gene expression, the 2^−△△^Ct method was used. The primer sequences of indicated genes were as follows:

h-JAM3-RT

Forward: 5’-GAGACTCAGCCCTTTATCGC-3’;

Reverse: 5’-TGTTGCCATCTTGCCTACTG-3’;

h-KNTC1-RT

Forward: 5’-CTCACGAAGTTGCACAGG-3’;

Reverse: 5’-GCCTCCAGCTCTTGTTTG-3’;

h-SMC2-RT

Forward: 5’-GTTTTGGATGGTCTGGAGTT-3’;

Reverse: 5’-ATTGGAGCAGGTTTGAAGAG-3’;

h-SMC4-RT

Forward: 5’-TCGACCACCTAAGAAAAGTTG-3’;

Reverse: 5’-CCATGAAGTAAAGGGGAGTG-3’;

h-LMNB1-RT

Forward: 5’-CTGTCTCCAAGCCCTTCTT-3’;

Reverse: 5’-ACTCGCCTCTGATTCTTCC-3’;

h-FOXM1-RT

Forward: 5’-GCTGCCCCTTCCTGTTC-3’;

Reverse: 5’-TGGACTCTGCCACTTCCTT-3’;

h-GAPDH-RT

Forward: 5’-ACATCAAGAAGGTGGTGAAG-3’;

Reverse: 5’-CTGTTGCTGTAGCCAAATTC-3’.

### Western blotting

The cell pellets were lysed with RIPA buffer (Beyotime, P0013B) containing a protease inhibitor mixture cocktail (MedChemExpress, HY-K0010). Then, the cells were centrifuged at 4 °C at 13,000 rpm for 10 min to remove insoluble cellular components. Total protein concentrations were measured with a BCA protein assay kit (Beyotime, P0012). Proteins (20–100 μg) were separated via 8–15% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose membranes (NC, PALL, 66485) in Tris-glycine buffer. The blots were blocked with 5% nonfat milk then incubated with diluted primary antibodies at 4 °C overnight. Then, appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies were incubated with the blots for 1 h at room temperature. The signals were visualized with an enhanced chemiluminescence detection kit (ECL, Vazyme, E411-05) and exposed to X-ray film (Sigma, America). The primary antibodies used were purchased from commercial sources: anti-KDM5C (Cell Signaling Technology, D29B9; BETHYL, A301-034A; Proteintech, 14426-1-AP), anti-YY1 (Cell Signaling Technology, D5D9Z), anti-Flag (Proteintech, 20543-1-AP), anti-HA (Proteintech, 66006-2-Ig), anti-GAPDH (Proteintech, 60004-1-Ig), anti-β-actin (Proteintech, 66009-1-Ig), anti-H3 (Cell Signaling Technology, 2650) and anti-H3K4me3 (Cell Signaling Technology, 9751).

### Coimmunoprecipitation (Co-IP)

For the immunoprecipitation assay, appropriately constructed plasmids were transfected into the HEK293T and 769-P cell lines. After 48 h of transfection, the cells were harvested and then lysed in IP lysis buffer (Beyotime, P0013) with EDTA-free protease inhibitor cocktail (MedChemExpress, HY-K0010) for 30 min on ice, sonicated, and then insoluble proteins were removed by centrifugation at 4 °C at 12,000 rpm for 10 min. An aliquot of the cleared cell lysate was collected as an input control. The remaining lysates were subsequently incubated with anti-HA or anti-Flag magnetic beads (MedChemExpress, HY-K0201, HY-K0207) overnight at 4 °C with gentle shaking.

For endogenous protein interactions, the cell lysates were processed as described above. One-tenth of each lysates was used as the input, half of the remainder was incubated with KDM5C antibody, and the other half was incubated with homologous IgG for 6 h at 4 °C. The lysates were then mixed with ProteinA/G agarose and incubated overnight at 4 °C.

Magnetic beads or agarose beads with a complex of antigen and antibody were washed four times in TBS-T buffer (100 nM Tris-HCl, 0.9% NaCl, 0.1% Tween-20). The proteins pulled down by the specified antibodies were eluted with 2×SDS loading buffer through boiling the beads, and then verified by western blotting.

### Tandem affinity purification and mass spectrometry (TAP-MS)

HEK293T cells overexpressing SBP-Flag-KDM5C were harvested for Tap-MS. Cell pellets were lysed with IP lysis buffer (Beyotime, P0013), and the supernatant was subsequently incubated with strep beads overnight at 4 °C. After three washes, SBP-linked protein were eluted with biotin solution, and then incubated with anti-Flag magnetic beads (MedChemExpress, HY-K0207). After enrichment of the target proteins, we washed the beads to remove nonspecific proteins and then performed SDS-PAGE on the products of the two groups. All of the lanes of the gel were collected for mass spectrometry analysis.

### Proliferation ability assay (CCK8)

The cells were seeded in a 96-well plate at 30–50% confluence according to the cell growth rate. When the cells just attached at the initial point, the OD450 nm was read every 24 h via a cell counting kit 8 (CCK8, MedChemExpress, HY-K0301) according to the manufacturer’s instruction. The CCK8 solution was diluted with complete medium, incubated with the cells for 1–2 h, and then read with a microplate reader (BioTek Epoch, America) at 450 nm. The cell viability assay was performed in triplicate and repeated three times. Cell growth curves were drawn and analyzed via GraphPad Prism software V9.4.1.

### Colony formation assay

The cells were seeded into a six-well plate at the same cell density. Each well contained 1000 cells, which were cultivated in a cell incubator. Fresh cell culture medium was added every three days. After 4 weeks (ACHN and 769-P) or 8 weeks (RCC4), the cell culture medium was removed. The cells were gently washed with PBS, fixed with 4% paraformaldehyde for 20 min at 37 °C, and stained with 0.1% crystal violet in PBS. The assay was performed in triplicate and repeated two or three times.

### Cell cycle assay

The cells were gently collected at the exponential growth phase, washed with cold PBS, and then resuspended in 70% ethanol for more than 30 min at 4 °C. Then, the cells were washed with cold PBS, incubated with propidium iodide (PI) solution (Byotime, C1052) and protected from light at 37 °C for 30 min. Red fluorescence was detected via flow cytometry (LSRFortessaX20, BD) at Ex=488 nm, and then analyzed with Flowjo. The assay was repeated two or three times.

### Cell apoptosis assay

In accordance with the instructions of the Annexin V-FITC/PI apoptosis kit (Multi Sciences, AP101), we collected 1–10 × 10^5^ cells and resuspended them in 500 μl of 1× Binding buffer, and add 5 μl of Annexin V-FITC and 10 μl of PI to each sample. The samples were mixed gently and protected from light for 5 min, then Annexin V-FITC (Ex = 488 nm; Em = 530 nm) and PI (Ex = 535 nm; Em = 615 nm) were detected via flow cytometry (LSRFortessaX20, BD) with. The results were analyzed via Flowjo.

### Isolation of chromatin-bound proteins from subcellular fractions

After the transfection of HEK293T cells with empty vector, Flag-KDM5C or Flag-H514A, we collected the cells and lysed them with E1 buffer (50 nM HEPES-KOH, 140 nM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% TritonX-100, 1 mM DTT, Protease inhibitor cocktail). The cells were subsequently centrifuged 1100×*g* at 4 °C for 2 min after which the supernatant was obtained as the cytoplasmic fraction. Next, we resuspended the pellet in E2 buffer (10 nM Tris-HCl, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, Protease inhibitor cocktail). After centrifugation, the supernatant was obtained as the nuclear fraction. We resuspended the pellet in E3 buffer (500 mM Tris-HCl, 500 mM NaCl, protease inhibitor cocktail) and sonicated it on ice for 5 min, 2 s ON/45 s OFF. The supernatant was centrifuged at 4 °C for 10 min at 16,000×*g*, and transferred to fresh microcentrifuge tubes. The protein concentrations were analyzed via western blotting.

### Chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq)

The cells were plated in 10 cm dishes until they reached confluence and were then fixed with 37% fresh formaldehyde to a final concentration of 1% for 13 min at room temperature with rotation, after which the reaction was quenched with 0.125 mM glycine for 10 min. The final number of Chip-seq cells in each group was 4 × 10^7^.

The cells were washed three times with ice-cold PBS and then harvested with a cell scraper and lysed in lysis buffer 1 (50 mM HEPES-KOH, 140 mM NaCl, 1 mM EDTA, 10% glycerin, 0.5% NP-40, 0.25% TritonX-100), lysis buffer 2 (pH 8.0 10 mM Tris-HCl, 200 mM NaCl 1 mM EDTA, 0.5 mM EGTA), and lysis buffer 3 (pH 8.0 10 mM Tris-HCl, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.2% N-lauroyl sarcosine sodium salt). The chromatin was sonicated in lysis buffer 3 to ensure that the size of the chromatin fraction was between 200 and 500 bp. In total, 80 μL of each sample was transferred to a clean tube as the input DNA. The chromatin sample was diluted with ChIP dilution buffer (20 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 1% TritonX-100). Overall, 6 μL of antibody was added to each tube and the mixture was incubated at 4 °C overnight. To each tube, 80 μL of protein G Sepharose 4 Fast Flow (GE Healthcare, 17061805) was added, and the immune complexes were collected by incubation at 4 °C for at least 6 h with gentle rotation. The bound complexes were washed once with each of the following buffers: low-salt wash buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), high-salt wash buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1 mM EDTA, 10 mM Tris-HCl pH 8.0) and TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). The beads were incubated at 65 °C with TE buffer containing proteinase K, RNase and SDS overnight, and the DNA was extracted using phenol/chloroform. ChIP-seq was performed by Beijing Novogene Biotech Co., Ltd.

### ChIP-qPCR

The qPCR templates were obtained from ChIP. For method details, please refer to “qRT-PCR”. We calculated the fold enrichment of those genes via YY1-ChIP, and IgG was used as a negative control. The calculation formula is as follows:

$$\Delta {{{\rm{Ct}}}}[{{{\rm{normalized}}}}\; {{{\rm{ChIP}}}}]= 	 \,\left(\right.{{{\rm{Ct}}}}\left[{{{\rm{ChIP}}}}\right]-({{{\rm{Ct}}}} \left[{{{\rm{Input}}}}\right] \\ 	 -{{{\rm{Log}}}}2({{{\rm{Input}}}}\; {{{\rm{Dilution}}}}\; {{{\rm{Factor}}}}))$$

$$\Delta \Delta {{{\rm{Ct}}}}[{{{\rm{ChIP}}}}/{{{\rm{NIS}}}}]=\Delta {{{\rm{Ct}}}}[{{{\rm{normalized}}}}\; {{{\rm{ChIP}}}}]-\Delta {{{\rm{Ct}}}}[{{{\rm{IgG}}}}]$$

$${{{\rm{Fold}}}}\; {{{\rm{Enrichment}}}}={2}^{(-\Delta \Delta {{{\rm{Ct}}}}[{{{\rm{ChIP}}}}/{{{\rm{NIS}}}}])}$$

Primer sequences used in ChIP-qPCR are as follows:

JAM3

Forward: 5’-TGGTAACTGGGGCGGGTCGCA-3’;

Reverse: 5’-AGCTTCGGCCCGCTCTGCTTC-3’;

KNTC1

Forward: 5’-CAACACCGCCTTACTTCC-3’;

Reverse: 5’-CCGGGACTCTGAACTATGGC-3’;

SMC2

Forward: 5’-GGAGCTACCATTATCGAGAC-3’;

Reverse: 5’-CTTGACGCACCCCAAAAG-3’;

SMC4

Forward: 5’-AAAAGAATCCCTCGCTCTTC-3’;

Reverse: 5’-TGACAGCAAGAGAAATCTCC-3’;

LMNB1

Forward: 5’-TTGCCCAAGGGCCAGATTTTA-3’;

Reverse: 5’-AATGCAAGACGAGGGTGACT-3’;

FOXM1

Forward: 5’-ATTTTCCCACAGTGAACGAT;

Reverse: 5’-AACCTTGTCTGCCATTGTATC.

### Cleavage under targets and tagmentation assay

The Cleavage Under Targets and Tagmentation (CUT&Tag) assay was conducted according to the manual instructions of Hyperactive Universal CUT&Tag Assay Kit for Illumina Pro (Vazyme, TD904). A ChIP-grade anti-KDM5C antibody (Bethyl, A301-034A) and anti-YY1 (CST, D5D9Z) were used for immunoprecipitation. Rabbit IgG (ABclonal, AC042) was used as a negative control. The library was constructed with the TruePrep Index Kit V2 for Illumina (Vazyme, TD202).

### ChIP-seq and CUT&Tag data analysis

The raw data (raw reads) in fastq format were first processed via fastp software to obtain clean data, from which reads containing adapters were removed. The reference genome hg38 and gene model annotation files were downloaded directly from the genome website. The index of the reference genome was built using Bowtie2, and the clean reads were aligned to the reference genome with Bowtie2. After the reads were mapped to the reference genome, MACS2 peak-calling software was used to identify regions enriched with IP over the background. A q-value threshold of 0.05 was used for all of the datasets. Only peaks with counts greater than 200 were retained in the CUT&Tag data. Bedtools reldist and bedtools intersect were used to compare two Chip-seq or CUT&Tag datasets in the global or promoter region. Motif analysis was performed via Homer. Chipseeker was used to analyze genomic distribution.

### RNA-seq and data analysis

Total RNA was extracted from the corresponding cells. The concentration was measured by Qubit 3.0 fluorometer (Life Technologies) and RNA purity was checked via the kaiaoK5500®Spectrophotometer (Kaiao, Beijing, China). Sample integrity was assessed using an Agilent 2100 RNA Nano 6000 assay kit (Agilent Technologies). RNA-seq was performed by Annoroad Gene Technology Corporation (Beijing).

Briefly, sequencing libraries were constructed using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA). Clustering of the index-coded samples was performed on a cBot cluster generation system using the HiSeq PE Cluster Kit v4-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina platform and 150 bp paired-end reads were generated.

For the data analysis, an index of the reference genome was built using HISAT2 v2.0.5 and paired-end clean reads were aligned to the reference genome via HISAT2 v2.0.5. FeatureCounts v1.5.0-p3 was used to count the numbers of reads mapped to each gene. Differential expression analysis of the two groups was performed using the DESeq2 R package. Heatmaps were generated via pheatmap (v1.0.12) package in R.

### Xenograft assay

All animal experiments were approved by the Animal Research Ethics Board of Wuhan University (WAEF-2022-0113) and confirmed by the animal experimental guidelines. Four-week-old female BALB/c nude mice were purchased from Beijing Vital River Laboratory Animal Technology (China) and were housed under specific pathogen-free conditions in Animal Experiment Center-Animal Biosafety Level-III Laboratory of Wuhan University. The animals were randomly divided into four groups of six mice each. The mice were injected with 100 μL of cells suspended in Matrigel Basement Membrane Matrix (Corning, 356234) at a population of 3 × 10^6^ ACHN indicated cells into the left or right dorsal flank subcutaneously.

The tumor size was estimated once a week via a digital Vernier caliper. The tumor volume was calculated with the following formula: tumor volume (mm^3^) = length (mm) × width^2^ (mm) × 0.5. Tumors were harvested 8 weeks after injection.

### Statistical analysis

The quantitative experiment was repeated three times or more independently. The graphs were generated with GraphPad Prism software. Two-tailed Student’s *t* test, one-way ANOVA and the Wilcoxon rank-sum test were used to assess the significance of the experiments. *P* values < 0.05 were considered to indicate the significant differences.

## Supplementary information

Peer Review File

EV Figures Source Data

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The sequencing data are available in GEO Data Sets with the accession number GSE270718, GSE270719 and GSE275838. All other raw data support the findings of this study are available from the corresponding author upon reasonable request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00290-8.

# Supplementary material for: Targeting the transcription factor YY1 is synthetic lethal with loss of the histone demethylase KDM5C
**Source:** EMBO Rep. 2024 Oct 21;25(12):5408–28. doi: 10.1038/s44319-024-00290-8
**Supplement:** Supplementary file 2 — EV Figures Source Data

The sequencing data are available in GEO Data Sets with the accession number GSE270719(https://www.ncbi.nlm.nih.gov/search/all/?term=GSE270719).

# Supplementary material for: Targeting the transcription factor YY1 is synthetic lethal with loss of the histone demethylase KDM5C
**Source:** EMBO Rep. 2024 Oct 21;25(12):5408–28. doi: 10.1038/s44319-024-00290-8
**Supplement:** Supplementary file 2 — EV Figures Source Data

The sequencing data are available in GEO Data Sets with the accession number GSE270718(https://www.ncbi.nlm.nih.gov/search/all/?term=GSE270718).

# Supplementary material for: Targeting the transcription factor YY1 is synthetic lethal with loss of the histone demethylase KDM5C
**Source:** EMBO Rep. 2024 Oct 21;25(12):5408–28. doi: 10.1038/s44319-024-00290-8
**Supplement:** Supplementary file 2 — EV Figures Source Data

The sequencing data are available in GEO Data Sets with the accession number GSE270718 (https://www.ncbi.nlm.nih.gov/search/all/?term=GSE270718) and GSE270719 (https://www.ncbi.nlm.nih.gov/search/all/?term=GSE270719)

# Supplementary material for: Targeting the transcription factor YY1 is synthetic lethal with loss of the histone demethylase KDM5C
**Source:** EMBO Rep. 2024 Oct 21;25(12):5408–28. doi: 10.1038/s44319-024-00290-8
**Supplement:** Supplementary file 5 — Source data Fig. 3

The sequencing data are available in GEO Data Sets with the accession number GSE275838 (https://www.ncbi.nlm.nih.gov/search/all/?term=GSE275838).

# Supplementary material for: Targeting the transcription factor YY1 is synthetic lethal with loss of the histone demethylase KDM5C
**Source:** EMBO Rep. 2024 Oct 21;25(12):5408–28. doi: 10.1038/s44319-024-00290-8
**Supplement:** Supplementary file 9 — Expanded View Figures

Expanded View Figures

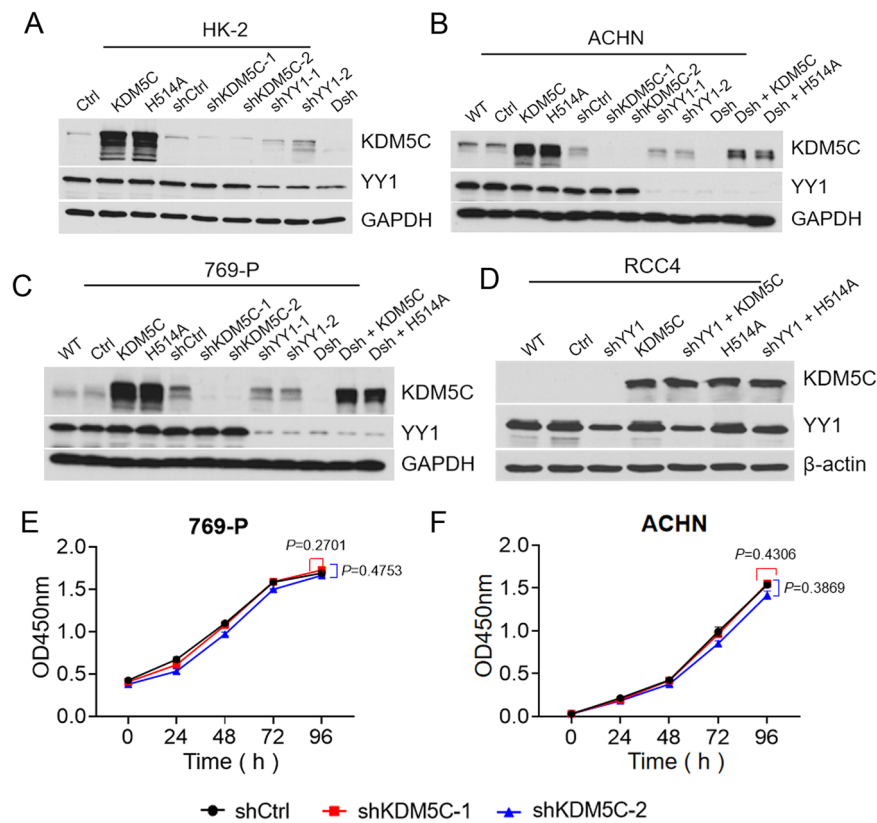

**Figure EV1. Validation of the constructed cell lines used in this study.**

(A–D) KDM5C and YY1 protein levels in the indicated cells were measured via western blotting. “Dsh” indicates cells in which KDM5C and YY1 were both knocked down. (E, F) Proliferation rate of the indicated cell lines upon KDM5C depletion, as determined via a CCK8 assay. The data are shown as the mean  $\pm$  SD of three independent experiments after analysis via one-way ANOVA. In 769-P cells,  $P = 0.2701$  (shKDM5C -1) and  $P = 0.4753$  (shKDM5C-2); in ACHN cells,  $P = 0.4306$  (shKDM5C-1) and  $P = 0.3869$  (shYY1-2). Source data are available online for this figure.

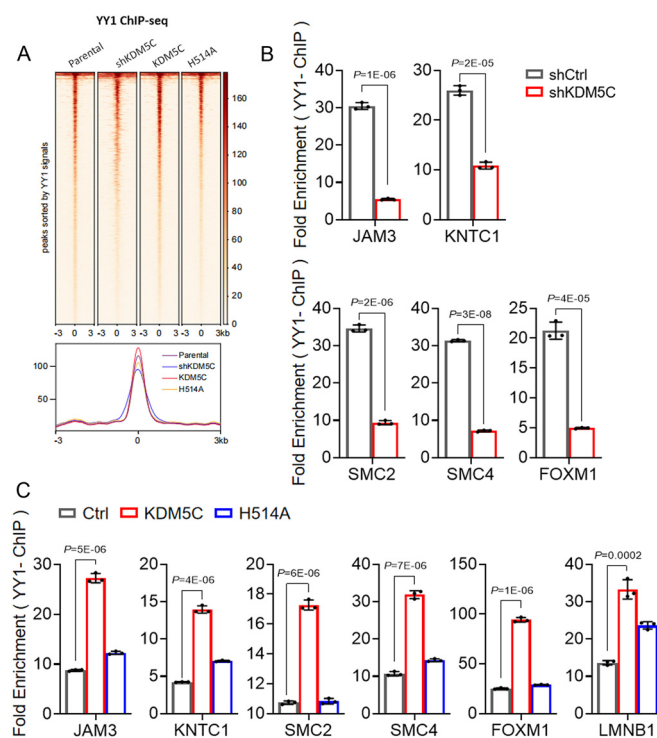

**Figure EV2. ChIP-seq experiments targeting YY1 in HK-2 cells.**

(A) Heatmap and metaplot showing the chromatin enrichment of YY1 in HK-2 cells in the presence or absence of KDM5C. (B, C) ChIP-PCR assay showing the enrichment of YY1 at the promoters of the indicated genes in HK-2 cells after the depletion of YY1, KDM5C or both (B), or in cells expressing KDM5C-WT or KDM5C-H514A mutant (C). Each experiment was repeated three times with similar results. Statistical significance was determined by one-way ANOVA. (B)  $P = 1.24 \times 10^{-6}$  (JAM3),  $P = 2.27 \times 10^{-6}$  (KNTC1),  $P = 2.82 \times 10^{-8}$  (SMC2),  $P = 2.41 \times 10^{-5}$  (SMC4) and  $P = 3.96 \times 10^{-5}$  (FOXM1), respectively. (C)  $P = 4.53 \times 10^{-6}$  (JAM3),  $P = 4.46 \times 10^{-6}$  (KNTC1),  $P = 5.53 \times 10^{-6}$  (SMC2),  $P = 6.82 \times 10^{-6}$  (SMC4),  $P = 1.05 \times 10^{-6}$  (FOXM1) and  $P = 0.0002$  (LMNB1), respectively. Source data are available online for this figure.

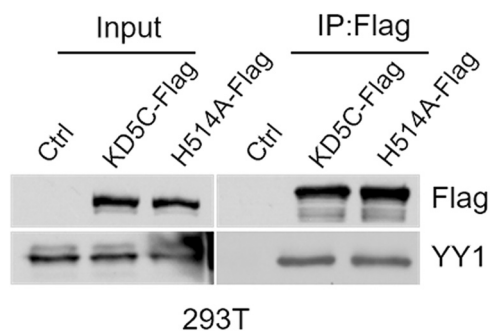

**Figure EV3. Evaluation of the interaction between YY1 and KDM5C-WT or KDM5C-H514A mutant.**

Co-IP followed by western blotting showing the interaction between YY1 and KDM5C-WT or KDM5C-H514A mutant in HEK293T cells. Source data are available online for this figure.

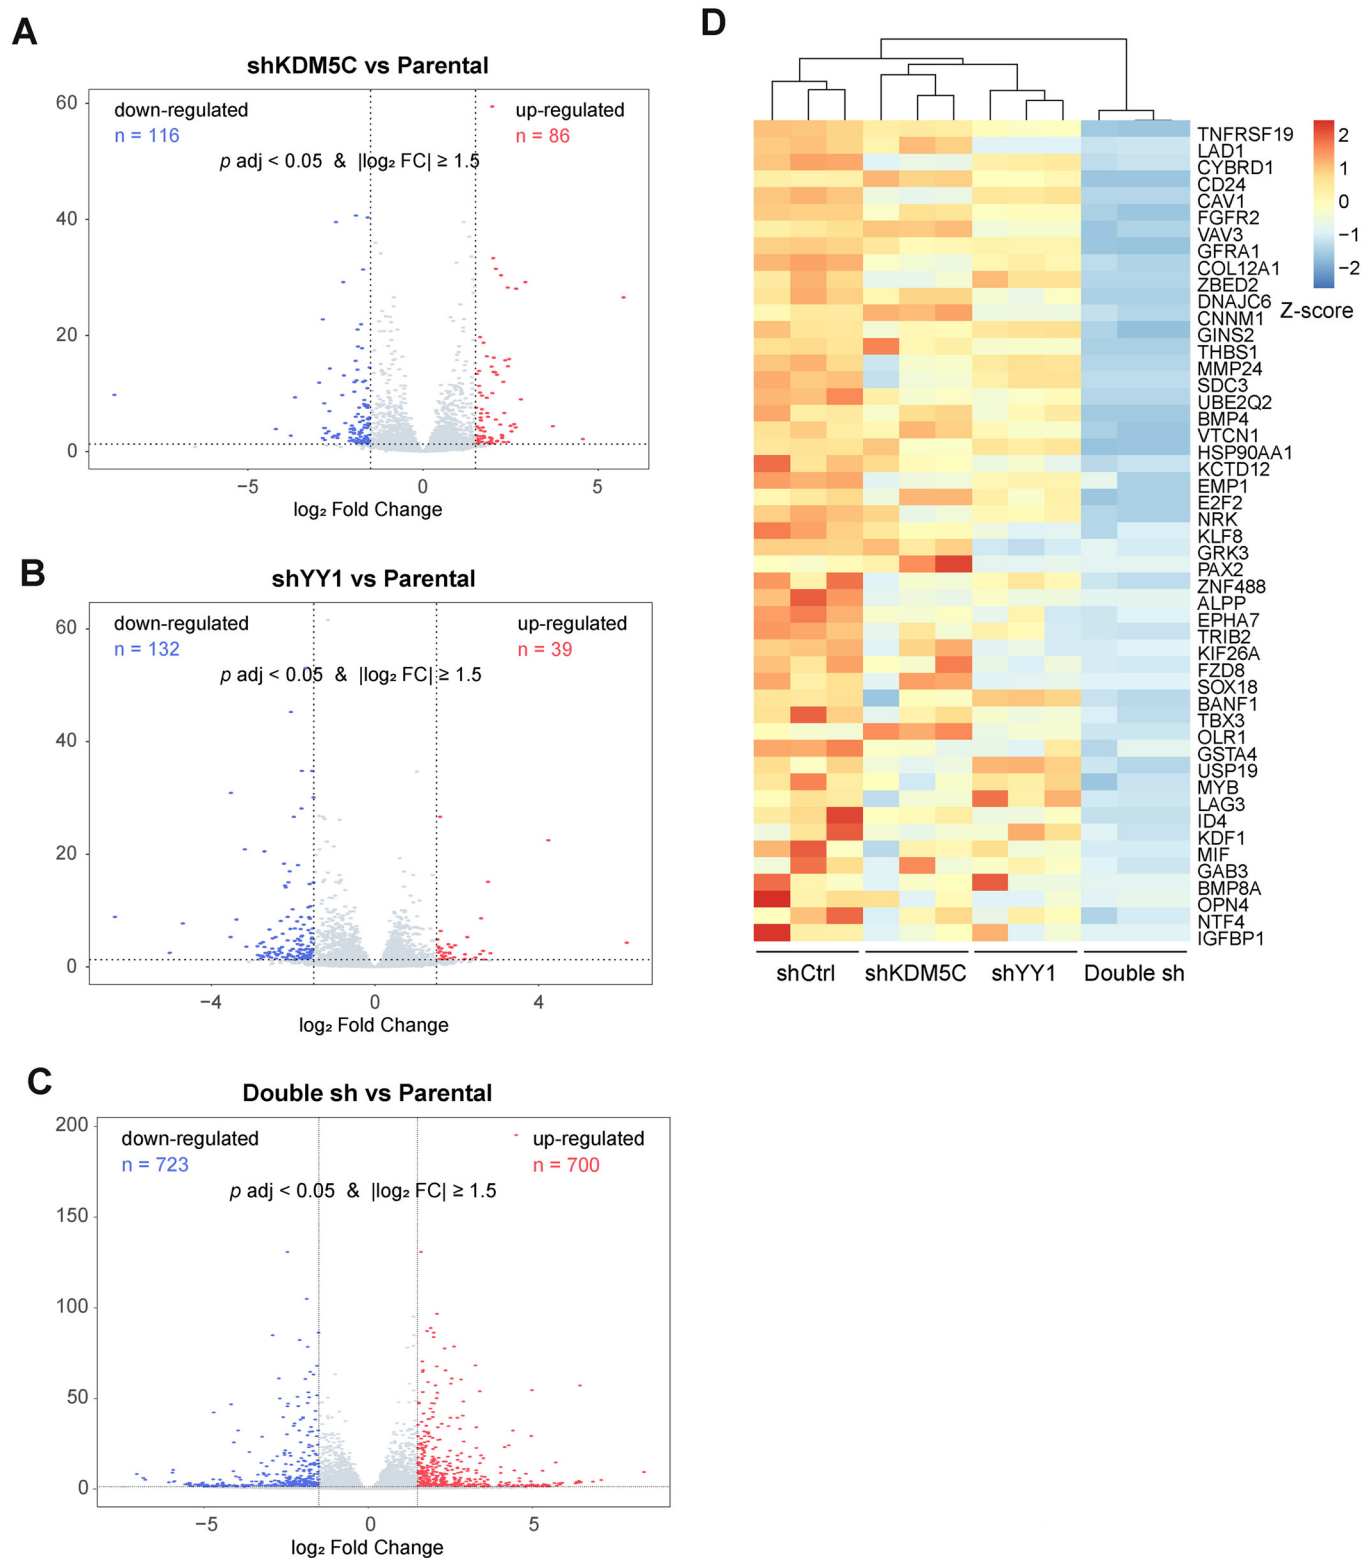

**Figure EV4. RNA-seq in HK-2 derived cells.**

(A–C) Volcano plots showing the change in the number of transcripts in shKDM5C, shYY1 or double-knockdown HK-2 cells, as determined by RNA-seq analysis ( $|\log_2 \text{FC}| > 1.5$ ,  $P \text{ value} < 0.05$ ). (D) Heatmap showing the normalized gene expression profile in shKDM5C, shYY1 or double sh ACHN cells. “Double sh” indicates cells in which KDM5C and YY1 were both knocked down. Source data are available online for this figure.

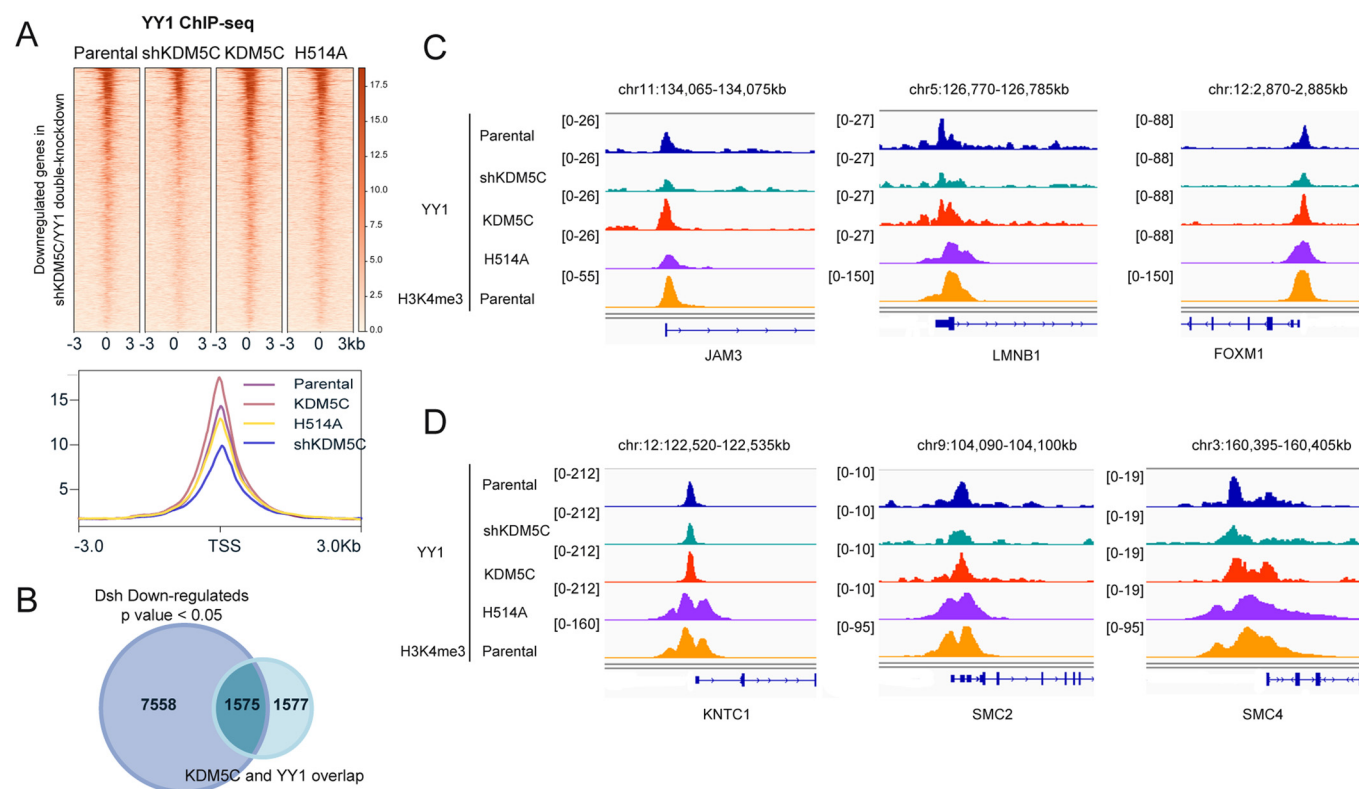

**Figure EV5. Effects of KDM5C on YY1 enrichment at promoter regions of specific genes.**

(A, B) The connections between the ChIP-seq and RNA-seq data were analyzed, and the genomic regions of the down-regulated genes in the KDM5C/YY1 double-knockdown group were annotated. (C, D) ChIP-seq snapshots reflecting changes in YY1 enrichment at the promoter regions of the JAM3, LMNB1, FOXM1, KNTC1, SMC2 and SMC4 genes in the indicated cell lines. The promoters are indicated by H3K4me3 peaks. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

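RNA-seq was analysed in ACHN and HK-2 cells, 2 cell lines with 4 groups each (shCtrl, shKDM5C, shYY1 and double knockdown) and 3 replicates per group, 24 libraries in all. Each library belongs to 1 group by its label, and no library was left out. Other experiments of the paper (qPCR, CUT&Tag, ChIP, proteomics, cell and animal assays) were not re-analysed.

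For the deposited counts, the authors aligned paired-end reads with HISAT2 and counted read pairs per gene with featureCounts (version 2.0.1 in the headers of all 24 tables, with the paired option and no strand option) on the genes of Ensembl release 84 (GRCh38). The values are raw counts, whole numbers without normalization, 1 library per table. Filters on reads before counting, other than cleaning, are not described. Of the 60675 genes, 56558 could be given a symbol, and 4117 without one hold 0.243% of the counts. Genes without a symbol are named by their Ensembl identifier. Because strand was not used, antisense and overlapping genes cannot be separated, and pseudogenes and paralogs can share reads.

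Library totals ranged from 15926561 to 24272298 counts. CPM values, which are counts scaled to library size, were computed from the counts with edgeR's TMM factors within each cell line. Intervals and floors (3 counts for a library at 0, 95% intervals) cover counting error only, since reads without molecular identifiers are not independent molecules. In groups of 3, a single gene compared by an exact permutation test cannot reach a p-value under 0.1, so p-values come from models fitted across genes.

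Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, edgeR's filter on low counts, and the quasi-likelihood F test between the 2 groups compared, with Benjamini-Hochberg adjustment over all genes tested. The threshold in ACHN cells was an unadjusted p-value under 0.05 and an absolute log2 fold change of at least 1.5, and in HK-2 cells an adjusted p-value under 0.05 with the same fold change, following the panels of Fig. 5 and Fig. EV4. Standard errors of log2 fold changes were derived from the F statistic. The interaction of the knockdowns was tested with all 12 libraries of a cell line, and the difference of the double-knockdown effect between cell lines with the 12 shCtrl and double-knockdown libraries. Lists of S phase (43 genes), G2/M phase (54) and apoptosis machinery genes (42) were tested with limma 3.58.1 (voom and camera, preset correlation 0.01), with fry and an estimated correlation as alternatives.

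Comparisons, thresholds, lists, alternatives and the rule for naming genes were set before the data were examined, apart from those stated otherwise. The genes named are KDM5C, YY1 and their paralogs, the 6 genes the paper's text names, the heatmap genes of Fig. 5E and Fig. EV4D as tallies, and, for each double knockdown and each interaction, the 3 higher and 3 lower genes with the largest change among those past the threshold with an adjusted p-value under 0.05 and a mean of at least 10 CPM in the higher group (for the comparisons, also with no overlap between replicates). Of the genes this rule selects, 1 is not reported here. The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors (RLE) or total counts in place of TMM, no filter on low counts, a minimum of 10 counts in every library of a group, all 4 groups in the fit, the replicate number as a block, the other kind of p-value (adjusted or unadjusted) and each library left out in turn. The DESeq2 fits took all genes with any count, without edgeR's filter. A fit with the trend of each library with GC content and gene length taken out (a spline with 5 degrees of freedom) was added after the data were seen. The simulations of shared controls and of additive effects were corrected after their first results were seen. The simulated covariance divided by the observed SDs was added later still.

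The steps were tested on simulated counts with 200 changed genes. All simulated genes had the same spread beyond counting error, and no simulated library was an outlier like HK-2 shKDM5C replicate 1. The shares below hold for such counts only. edgeR called 98% of them in the ACHN double-knockdown comparison, where 3.92% of the calls were unchanged genes (16455 genes), and 99.5% in HK-2 cells, with 2.45% unchanged (16116 genes). For the interaction the shares called were 93.5% in ACHN (17025 genes) and 91.5% in HK-2 cells (16730 genes), and for the difference between the cell lines 96.5% (16881 genes).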

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

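Of the tests below, the fit with trends with GC content and gene length taken out was chosen after the result was seen. So were that on reads shared between KDM5B and its paralogs and that on the scaling of the largest rises of each cell line.

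The effect of the double knockdown differed between the cell lines. A test of the difference itself gave 8321 of 18087 genes with an adjusted p-value under 0.05 (edgeR), 4101 lower and 4220 higher in ACHN relative to HK-2 cells, a balance that changes with the setting. Of 50 splits of the 12 libraries, 1, the real one, gave as many. The other splits mixed the cell lines, whose own differences add to the spread, so they say little about chance. Depth does not account for it, because the number of genes was still 8158 when all 12 libraries were thinned to 16675904 counts. The knockdown was weaker in ACHN cells. The log2 fold change in double-knockdown cells was higher there than in HK-2 cells by 0.71 for KDM5C (adjusted p = 2.01e-09, edgeR). For YY1 it was higher by 0.992 (adjusted p = 3.67e-12, edgeR). A weaker knockdown in one cell line would shrink effects without turning them. Of the 5467 genes with an adjusted p-value under 0.05 in both cell lines, 1663 (30.4%) moved in opposite directions, which argues against that as the whole cause. What stays open is a difference between the cell lines themselves, or between the batches in which they were grown and sequenced, which the design does not separate from the cell line and the labels do not give. For genes that moved the same way, the weaker knockdown in ACHN cells stays open too.

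KDM5B, a paralog of KDM5C, was higher in double-knockdown than in shCtrl cells, and the paper does not report its level in these libraries. In ACHN cells it went from 93.1 ± 1.57 to 161.0 ± 9.18 CPM (SD, n = 3), a log2 fold change of 0.818 (standard error 0.0509, adjusted p = 8.45e-11, edgeR). In HK-2 cells it went from 126.1 ± 4.59 to 191.7 ± 1.43 CPM, a log2 fold change of 0.608 (standard error 0.0469, adjusted p = 2.43e-12, edgeR). It was higher in 3 of 3 double-knockdown libraries of each cell line. Reads shared with KDM5C would have pulled it down as KDM5C fell, against the rise of 0.818. The scaling between libraries did not account for it either, since the smallest rise in the 2 cell lines was 0.571 with RLE size factors or total counts. In shYY1 cells KDM5B was at 71.0 ± 2.54 CPM in ACHN and 124.3 ± 1.03 CPM in HK-2 cells, so the rise was not seen with YY1 depletion alone. In ACHN shKDM5C cells it was at 104.0 ± 4.68 CPM, higher than in shCtrl (adjusted p = 0.00229, edgeR) and below the double knockdown. In HK-2 shKDM5C cells it was at 150.6 ± 51.3 CPM, with 209.8 in replicate 1, above the double knockdown, and 122.7 and 119.4 in replicates 2 and 3. In ACHN cells KDM5C did not differ between double-knockdown and shKDM5C cells (adjusted p = 0.402, edgeR). KDM5B was higher in the double knockdown there by a log2 fold change of 0.665 (adjusted p = 1.04e-08, edgeR). This argues against the loss of KDM5C alone as the whole cause of the rise of 0.818. A response of KDM5B to the joint loss of KDM5C and YY1 may explain that rise, as a hypothesis from the same data. A difference between the selected cell populations was not tested.

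For each cell line, the 3 largest rises were taken among genes outside those the paper discusses, with at least 10 CPM in double-knockdown cells. In ACHN cells these were VCAM1, ENSG00000274804 and SIGLEC15, with log2 fold changes of 8.15, 7.82 and 7.61. In HK-2 cells they were PAPPA2, ENSG00000236453 and LINC02246, with 6.42, 5.02 and 4.90. In HK-2 cells PAPPA2 rose from 0.308 to 27.1 CPM (adjusted p = 1.23e-21, edgeR), ENSG00000236453 from 1.76 to 57.3 CPM (adjusted p = 1.8e-22) and LINC02246 from 0.488 to 14.8 CPM (adjusted p = 1.02e-16). The higher level was seen in 3 of 3 libraries for each. Other scalings changed the log2 fold changes by at most 0.0405. With trends with GC content and gene length taken out, the smallest of the 5 that have a GC value was 4.9, so neither explains the rises. ENSG00000274804 has no GC value in the reference and lies on an unplaced scaffold, where reads of repeated copies can be misplaced. In HK-2 cells its mean was between 80.7 and 96.0 CPM in every group, so the ACHN double-knockdown level of 114.3 CPM is not outside what the other cell line shows without YY1 or KDM5C loss. Some of the rises were partly present in single knockdowns or in the other cell line. In HK-2 shYY1 cells PAPPA2 was at 5.79 ± 1.05 CPM and ENSG00000236453 at 11.9 ± 0.674 CPM (SD, n = 3), and in ACHN cells ENSG00000236453 was at 0.530 CPM in shCtrl, 13.8 in shYY1 and 21.6 in double-knockdown cells. SIGLEC15 was at 0.244 CPM in ACHN shCtrl, 3.04 in shKDM5C and 1.15 in shYY1 cells, and went from 5.12 to 32.6 CPM in the HK-2 double knockdown. VCAM1 was at 2.18 CPM in HK-2 shCtrl, 16.2 in shKDM5C and 6.38 in double-knockdown cells. PAPPA2 went from 1.01 to 4.05 CPM in the ACHN double knockdown, while LINC02246 was at 0.530 and 0.347 CPM there. The rises were not tested against a difference between the cell populations selected for each knockdown, and this stays open beside an effect of the double knockdown.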

How the results depend on the processing

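Among the tests in this part, only the fit with trends with GC content and gene length taken out was chosen after the data were seen. No log2 fold change of a named gene given in the text changed its sign under any alternative. The level of KDM5B in HK-2 shKDM5C cells, given as CPM, was above shCtrl with all libraries and below it without shKDM5C replicate 1. KDM5A in HK-2 double-knockdown cells, also given as CPM, had log2 fold changes from -0.00659 to 0.0411 with a library left out. The balance of some counts did turn. With total counts, for example, genes with an ACHN interaction numbered 4206 below and 5523 above 0. Of the genes whose double-knockdown effect differed between the cell lines, 3592 were higher in ACHN relative to HK-2 cells without ACHN shCtrl replicate 1, while at least 3996 were lower in every fit with a library left out. HK-2 shKDM5C cells had 16 downregulated and 18 upregulated genes without shKDM5C replicate 2, and 8 and 15 without shKDM5C replicate 3.

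With DESeq2 in place of edgeR, the ACHN counts rose to 722 downregulated and 191 upregulated genes in shKDM5C, 570 and 238 in shYY1 and 1386 and 813 in double-knockdown cells, and the genes downregulated only in the double knockdown to 945. DESeq2 was run without edgeR's filter on low counts, so the tool and the filter changed together. The genes called with edgeR were kept for the most part (429 of 433, 364 of 365 and 919 of 923 downregulated genes). In HK-2 shKDM5C cells DESeq2 gave 76 and 63 genes. Without a filter on low counts, which tests more genes, the ACHN counts were 1076 and 310 in shKDM5C, 786 and 377 in shYY1, 1717 and 1186 in double-knockdown cells and 1116 downregulated only in the double knockdown. In HK-2 cells they were 70 downregulated in shKDM5C, 313 downregulated only in the double knockdown and 1369 with an interaction above 0. With all 4 groups in the fit, HK-2 shKDM5C cells had 107 downregulated and 80 upregulated genes, and shYY1 cells 31 upregulated. With the unadjusted p-value, the shKDM5C counts in HK-2 cells were 145 and 95. With the GC and length trends taken out, 78 genes were downregulated there. Apart from the number of genes tested without a filter, the cause of these changes was not tested. RLE size factors, total counts and the minimum of 10 counts in every library of a group left each of these counts within 1.5 times, and no scaling moved the share of downregulated among called genes by over 10 percentage points.

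The replicate numbers are shared by the groups. In ACHN cells the deviations from the group means correlated by 0.0196 on average in the 18 pairs of libraries with one number (-0.0949 to 0.129), and in HK-2 cells by -0.0354 (-0.328 to 0.126), so the numbers do not pair the samples. With the replicate block, HK-2 shKDM5C cells had 0 downregulated and 0 upregulated genes (152 and 89 at an unadjusted p-value under 0.05), the adjusted p-value of KDM5C there was 0.0819 (log2 fold change -1.79), and every other count stayed within 1.5 times.

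Of the lists, G2/M phase in ACHN cells was no longer past the threshold with an estimated correlation (adjusted p = 0.111, range over the alternatives 1.47e-12 to 0.111), nor was apoptosis machinery in HK-2 cells (0.0709, range 3.34e-06 to 0.0709). The G2/M phase list in the HK2 double knockdown passed it with fry (0.00324), with total counts (0.0356) and without a filter (0.00759), within a range of 0.00324 to 0.236.

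With each library left out in turn, HK-2 shKDM5C cells had from 0 to 138 downregulated and from 0 to 92 upregulated genes in 6 fits. The lowest counts came without shCtrl replicate 1 (157 and 130 at an unadjusted p-value under 0.05), without shCtrl replicate 3 (139 and 126) and without shCtrl replicate 2 (0 and 1, with 138 and 134 at an unadjusted p-value under 0.05), and the highest without shKDM5C replicate 1. Genes with an HK-2 interaction numbered from 394 to 2415 below 0 and from 541 to 2650 above 0 over 12 fits, both highest without shKDM5C replicate 1. The adjusted p-value of G2/M phase in HK-2 cells ran from 0.033 (without double-knockdown replicate 3) to 0.126. All other counts and lists stayed on their side of the threshold or within 1.5 times. The downregulated genes ran from 462 to 554 in ACHN shKDM5C, from 388 to 432 in ACHN shYY1, from 965 to 1079 in ACHN double-knockdown, from 154 to 203 in HK-2 shYY1 and from 335 to 380 in HK-2 double-knockdown cells.

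Named genes were compared across settings only in comparisons where the text gives their values, and this selection was made after the other values were seen. Under the alternatives without a library left out, 581 of their results were on the same side of the threshold, 10 became weaker and 5 stronger, and with a library left out 629, 16 and 3. Of those in the text, KDM5C in HK-2 shKDM5C cells had a log2 fold change from -1.88 to -1.51 with a library left out, and its adjusted p-value was above 0.05 without shCtrl replicate 1 (0.143), 2 (0.151) or 3 (0.145) and without shKDM5C replicate 2 (0.0632) or 3 (0.0738). KNTC1 in HK-2 double-knockdown cells lost its call under 9 settings. The interactions of KNTC1 (-0.16, adjusted p = 0.0673, edgeR) and LMNB1 (0.12, adjusted p = 0.0988) in ACHN cells each passed 0.05 under 3 settings.

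Depth limits the genes near the floor. RPSAP47 had 1 read pair over 3 libraries, so its fold is known only within its counting interval.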

Differences from the paper's values

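No tests of this part were chosen after the result was seen. Of 32 values that both the paper and the deposited counts give, 19 lay within the error or within 1.5 times, and 13 did not. Each comparison of counts has 14 alternatives set before the data were examined.

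The paper's number of downregulated genes in ACHN shKDM5C cells is about 700 in Fig. 5A, read by eye, against 433 here. DESeq2 (722), the tool the paper's methods name, total counts, all 4 groups in the fit, and the fits without shCtrl replicate 2 or 3 or any shKDM5C replicate were within 1.5 times, and the other 6 alternatives were not. Here and below, DESeq2 was run without edgeR's filter on low counts, so its counts do not isolate the tool. Its number of upregulated genes is about 180 in Fig. 5A, read by eye, against 108. DESeq2 (191), all 4 groups in the fit and each of the 6 fits with a library left out were within 1.5 times, and the other 6 were not.

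For the ACHN double knockdown, the paper gives 1511 downregulated genes, against 923. DESeq2 (1386), no filter on low counts (1717), all 4 groups in the fit, and the fits without shCtrl replicate 3 or any double-knockdown replicate were within 1.5 times, and the other 7 were not. The paper gives 797 upregulated genes, against 462. DESeq2 (813), no filter (1186) and the fits without any 1 of the shCtrl replicates were within 1.5 times, and the other 9 were not. The paper gives 1099 genes downregulated only in the double knockdown, against 625. DESeq2 (945), no filter (1116), all 4 groups in the fit and the fits without any 1 double-knockdown replicate were within 1.5 times, and the other 8 were not. Genes lower at an unadjusted p-value under 0.05 with any fold change number about 9100 in Fig. EV5B, read by eye, against 5545, and only the fit without a filter (6552) was within 1.5 times.

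In HK-2 shKDM5C cells, the paper's downregulated genes number about 120 in Fig. EV4A, read by eye, against 43. All 4 groups in the fit (107), the unadjusted p-value (145) and the fit without shKDM5C replicate 1 (138) were within 1.5 times, and the other 11 alternatives were not. Its upregulated genes number about 86 in Fig. EV4A, read by eye, against 38. DESeq2 (63), all 4 groups in the fit (80), the unadjusted p-value (95) and the fit without shKDM5C replicate 1 (92) were within 1.5 times, and the other 10 were not. In HK-2 double-knockdown cells, the paper's downregulated genes number about 720 in Fig. EV4C, read by eye, against 299. None of the 14 alternatives was within 1.5 times, and the highest gave 422. Its upregulated genes number about 700 in Fig. EV4C, read by eye, against 398. The fit without a filter (537) and those without shCtrl replicate 1 (485) or 2 were within 1.5 times, and the other 11 were not.

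By qPCR, a different assay from RNA-seq, the paper's source data give SMC4 in ACHN double-knockdown cells at 40% of shCtrl (SD 2.98), against 77% in the counts. The paper's qPCR gives LMNB1 at 52.8% of shCtrl (SD 2.85) in shYY1 cells, against 95.9%, and at 27% (SD 1.02) in double-knockdown cells, against 88.2%. None of the 13 alternatives that give these values closed any of the 3 gaps. Values within 1.5 times can still lie on opposite sides of shCtrl. In shYY1 cells the paper's qPCR gives SMC2 at 84.8% (SD 2.55), SMC4 at 80.8% (SD 0.922) and FOXM1 at 92.9% (SD 1.52) of shCtrl, against 119%, 111% and 129% in the counts. In shKDM5C cells it gives FOXM1 at 99.1% (SD 1.19), against 131%.

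The paper describes JAM3, KNTC1, SMC2, SMC4, LMNB1 and FOXM1 as markedly downregulated in the double-knockdown group. All 6 were lower than in shCtrl, 1 of them past the paper's fold change threshold, and LMNB1 was lowest in shKDM5C cells (108.9 CPM against 112.7 CPM in double-knockdown cells). The heatmap of Fig. EV4D shows each of its genes lowest in the double knockdown. Its legend names ACHN cells, and it was read as HK-2 cells like the other panels of that figure. In the HK-2 counts this held for 46 of 49, while GRK3 and NTF4 were lowest in shYY1 and IGFBP1 in shKDM5C cells.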

Other observations

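Of the tests in this part, the fit with trends with GC content and gene length taken out and those on a wrong label, on copy number, on the depth behind absent genes and on an off state carried over from YY1-depleted cells were chosen after the result was seen.

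HK-2 shKDM5C replicate 1 stood apart from replicates 2 and 3 of its group. Over log2 CPM of genes with a mean of at least 10 counts, its mean correlation with them was 0.955 (0.925 and 0.9263 over genes with a mean of at least 50 counts in the pair), and mitochondrial genes took 11.8% of its counts, against 5.13% and 5.28%. It detected 22966 genes. Replicates 2 and 3 thinned to its total still detected at least 24588, which argues against depth. Without mitochondrial genes its correlation with them was 0.9548, while that between replicates 2 and 3 was 0.9949, so these genes were not the cause. The log2 ratio of replicate 1 to the others followed GC content (Spearman's rho -0.675) and gene length (0.23) across genes. Taking both trends out together lowered the spread of the ratio from 0.7 to 0.44, with 0.151 between replicates 2 and 3. GC content and length together thus account for a large part of the departure and not for all of it. Their shares were not separated. Genes with at least 20 CPM in ACHN libraries and nearly absent from HK-2 cells, 18 in all, summed to 1 CPM in it, within the 0.61 to 2.04 CPM of the other HK-2 libraries, against 1676 CPM in ACHN cells, which argues against ACHN cells in the sample. A wrong label from another group is argued against by its KDM5C level of 32.8 CPM, scaled to its total without TMM, and by its correlation with the other groups, at most 0.9449. A stronger knockdown would carry the library further along the change from shCtrl. The change from replicate 2 to replicate 1 correlated across genes with that from shCtrl to replicate 3 by only 0.0747, and 37.4% of the 147 called genes moved further. Degraded RNA or another library preparation could leave a trend with GC content like the one seen here (Spearman's rho -0.675). The integrity of the RNA is not in the data.

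Downregulated genes outnumbered upregulated genes in the ACHN double knockdown. Neither GC content and length nor scaling accounted for this. With the trends taken out, 895 genes were downregulated and 448 upregulated, and with RLE size factors or total counts the ratio was at least 1.93.

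Whether the genes downregulated only in the ACHN double knockdown are the sum of sub-threshold single effects was tested as a hypothesis. For 454 of the 625 genes the interaction was below 0 at an adjusted p-value under 0.05 (edgeR), which argues against an additive effect for the set as a whole. The choice of the set favours this direction, so it does not show that interactions below 0 prevail. In 5 simulations with additive effects, between 383 and 398 genes fell in this category by the threshold alone, and none of them had an interaction below 0 at an adjusted p-value under 0.05, with at most 14 at an unadjusted p-value under 0.05. A count of such genes therefore does not by itself show more than additive repression. Over all 17228 genes tested in ACHN cells the interaction was below 0 for 4961 and above 0 for 4625, and in HK-2 cells for 752 and 890 of 17093 (2415 and 2650 without shKDM5C replicate 1). Among genes with at least 10 CPM in the highest group, those with the largest ACHN interactions were LINC03061 (-12.3), RPSAP47 (-10.4) and SLCO2B1 (-7.77) below 0, and ENSG00000274224 (10.6), VCAM1 (9.79) and NRK (9.27) above 0. Of these, the fitted values of LINC03061, RPSAP47 and VCAM1 depend on the prior count, because a group had few or no counts (LINC03061 had 118.3 CPM in shYY1 cells and 0, 0 and 3 counts in the double-knockdown replicates). Those of NRK and SLCO2B1 also rest on a group with few counts. NRK had 1, 3 and 3 counts in the shYY1 replicates, and SLCO2B1 had 3, 1 and 5 in the double-knockdown replicates. The interaction of ENSG00000274224 rests on 1 library and was 4.31 (adjusted p = 0.399, edgeR) without shCtrl replicate 1. In HK-2 cells they were ENSG00000274224 (-6.46), SLC34A2 (-4.66) and ZBED2 (-3.88), and LINC02970 (4.44), MMP1 (4.36) and IL11 (4.16). Without shYY1 replicate 1 or 3 the adjusted p-value of SLC34A2 was 0.074 or 0.134. Among genes with at least 10 CPM in shCtrl, no overlap between replicates and a fall past the threshold, those that fell most in double-knockdown HK-2 cells were ZBED2 (-5.17), CBLN2 (-4.38) and HR (-4.17).

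ACHN shKDM5C libraries detected fewer genes than shCtrl libraries. Thinned to 18583347 counts each, they detected 24224 to 24522 genes and the shCtrl libraries 25448 to 25669, so depth was not the cause.

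Stretches of chromosomes shifted together between the ACHN groups. In windows of 20 Mb, the largest shift was a median log2 fold change of -0.647 in shYY1 cells over 61 genes of chromosome 18 (1 to 20000000), 96.7% of them lower. It was -0.656, -0.608 and -0.619 in the 3 shYY1 libraries, while double-knockdown libraries were at 0.169, 0.208 and 0.08, and the next window of the chromosome was at -0.0248. In shYY1 cells 12 of 150 windows passed the limit of 0.186 from 1000 shuffles of the genes. Against limits of their own, 3 windows passed in shKDM5C and 1 in double-knockdown cells, no window in HK-2 shYY1 or double-knockdown cells, and 17 in HK-2 shKDM5C cells (2 without replicate 1). GC content and length did not account for the shift of the chromosome 18 window, with -0.578 left after the trends were taken out. With the trends taken out, 16 windows passed in ACHN shYY1 cells and 0 in HK-2 shKDM5C cells. These trends can therefore account for the 17 windows of HK-2 shKDM5C cells. A difference in copy number between the cells of the groups is a candidate explanation for the shift of -0.647, but it cannot be told apart from regional regulation without DNA data.

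Some genes with over 10 CPM in every library of an ACHN group were at most at 0.2 CPM in another, 7 genes in 11 combinations of a gene with a pair of groups, and no gene in HK-2 cells by the same limits. The ACHN library totals differ by at most 1.36 times, so depth was not the cause. As double-knockdown cells were made from YY1-depleted cells, an off state carried over from these was tested. For this test the limit for near absence was 0.5 CPM on the shYY1 mean. Of 4 genes nearly absent in shYY1 by this limit and expressed in shCtrl cells, 2 were over 10 CPM in double-knockdown cells. Of these 4, only NRK was also under the limit of 0.2 CPM. NRK had 68.8 CPM in shCtrl, 0.125 in shYY1 and 79.1 in double-knockdown cells, and HOXA7 had 27.4, 0.373 and 12.9 CPM, while VAV3 was at 5.58 and FOLR1 at 0.121 CPM in the double knockdown. These genes were chosen after their values were seen. The pattern argues against 1 off state in all cells carried into the double knockdown, and whether the shYY1 and double-knockdown cells are different selected populations was not tested.

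The 6 genes named for ACHN cells were also lower in double-knockdown HK-2 cells, with log2 fold changes of -1.37 for JAM3, -0.57 for SMC2, -0.24 for SMC4, -0.57 for LMNB1, -0.51 for FOXM1 and -0.12 for KNTC1 (adjusted p = 0.0494 for KNTC1, edgeR, and at most 1.89e-05 for the others). With all 4 groups in the fit the adjusted p-value was 0.0895 for SMC2, 0.317 for SMC4 and 0.591 for KNTC1, and without shCtrl replicate 1 that of KNTC1 was 0.245. In the same cells 39 of 43 S phase genes were lower (median -0.58, adjusted p = 9.09e-15, limma), 30 of 54 G2/M phase genes (median -0.07, adjusted p = 0.0779, and 0.033 without double-knockdown replicate 3) and 14 of 41 apoptosis machinery genes (median 0.16, adjusted p = 0.02). Of the other paralogs, KDM5A had a log2 fold change of 0.21 (adjusted p = 0.00436, edgeR) and YY2 of 1.11 (adjusted p = 0.00197, edgeR, from 1.40 to 3.00 CPM) in the ACHN double knockdown. Neither was higher in the HK-2 double knockdown, with KDM5A at 91.3 CPM in shCtrl and 91.8 CPM in double-knockdown cells (adjusted p = 0.872, edgeR) and YY2 at 4.88 and 3.62 CPM (adjusted p = 0.094). No read pair was counted on KDM5D in any of the 24 libraries, which allows up to 3 counts in each.

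The libraries were also split in other ways. For 3 against 3 libraries there are 10 splits, so none can fall under a share of 0.1. Only the real one, 1 of 10, gave as many genes past the threshold in each knockdown of each cell line, as many genes downregulated only in the double knockdown of ACHN or HK-2 cells, as many ACHN genes lower than in both single knockdowns or at an unadjusted p-value under 0.05, and as small a p-value for the S phase and apoptosis lists in each cell line. For the G2/M phase list, 3 of 10 splits did so in ACHN and 2 of 10 in HK-2 cells. For the genes downregulated in both cell lines, 1 of 100 splits was as large, and for each interaction 1 of 50. The interaction splits mixed all 4 groups, whose other differences add to the spread, so they say little about chance.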
